# Nlrc3 signaling is indispensable for hematopoietic stem cell emergence via Notch signaling in vertebrates

**DOI:** 10.1038/s41467-023-44251-6

**Published:** 2024-01-03

**Authors:** Shuyang Cai, Honghu Li, Ruxiu Tie, Wei Shan, Qian Luo, Shufen Wang, Cong Feng, Huiqiao Chen, Meng Zhang, Yulin Xu, Xia Li, Ming Chen, Jiahui Lu, Pengxu Qian, He Huang

**Keywords:** Haematopoiesis, Haematopoiesis, Haematopoietic stem cells

## Abstract

Hematopoietic stem and progenitor cells generate all the lineages of blood cells throughout the lifespan of vertebrates. The emergence of hematopoietic stem and progenitor cells is finely tuned by a variety of signaling pathways. Previous studies have revealed the roles of pattern-recognition receptors such as Toll-like receptors and RIG-I-like receptors in hematopoiesis. In this study, we find that *Nlrc3*, a nucleotide-binding domain leucine-rich repeat containing family gene, is highly expressed in hematopoietic differentiation stages in vivo and vitro and is required in hematopoiesis in zebrafish. Mechanistically, *nlrc3* activates the Notch pathway and the downstream gene of Notch *hey1*. Furthermore, NF-kB signaling acts upstream of *nlrc3* to enhance its transcriptional activity. Finally, we find that *Nlrc3* signaling is conserved in the regulation of murine embryonic hematopoiesis. Taken together, our findings uncover an indispensable role of *Nlrc3* signaling in hematopoietic stem and progenitor cell emergence and provide insights into inflammation-related hematopoietic ontogeny and the in vitro expansion of hematopoietic stem and progenitor cells.

## Abstract (web summary)

The emergence of hematopoietic stem and progenitor cells is finely tuned by a variety of signaling pathways. Here, the authors find that Nlrc3 is highly expressed during hematopoietic differentiation in vivo and in vitro, activates the Notch pathway, and acts downstream of NF-kB signaling.

## Introduction

Hematopoietic stem and progenitor cells (HSPCs) have the extraordinary ability to both self-renew and generate all the known blood cell lineages. In all vertebrate embryos, HSPCs arise from the hemogenic endothelium (HE) of the dorsal aorta (DA) during a transitory developmental process as the hemogenic endothelial to hematopoietic transition (EHT). Previous studies have provided a more comprehensive understanding of the signaling pathways that orchestrate HSPCs emergence. Pattern-recognition receptors (PRRs), including Toll-like receptor 4 (*TLR4*) and RIG-I-like receptors (RLR)^1,2^, play essential roles in embryonic HSPC production. However, it remains largely unknown what the roles and mechanisms of the nucleotide-binding oligomerization domain (NOD)-like receptors (NLRs) are in this process. It is known, however, that NLRs function as sensors of the innate immune system and regulators of cytokine secretion, which are important for vertebrate hematopoiesis.

*Nlrc3*, an intracellular member of the NLR family, has been reported to be highly expressed in various immune cells^3,4^. In mammals, *Nlrc3* has been shown to be a negative regulator of numerous cellular populations, such as macrophages, dendritic cells (DCs), and T lymphocytes, and has also been shown to be involved in the host innate immune response to intracellular DNA and DNA viruses through NF-kB signaling^5–9^. Furthermore, *Nlrc3* deficiency has been shown to increase the expression of proinflammatory cytokines, including interleukin-1β (*il1b*), *il6*, *il12* and tumor-necrosis factor a (*TNF-α*) in lipopolysaccharide-induced macrophages^7^. In teleost, emerging evidence has suggested the regulatory roles of piscine *NLRC3*-like genes in pathogen infections and the production of proinflammatory cytokines^10,11^. Among these diverse biological functions that may affect homeostasis or disease pathogenesis, the explicit role of *Nlrc3* in HSPCs, particularly in embryonic stages, remains poorly understood.

Canonical Notch signaling is essential in the regulation of definitive HSPCs^12^. The emergence of the hemogenic endothelium (HE), from which definitive HSPCs are derived, is concomitant with arterial differentiation. Notch has been shown to be responsible for the loss of arterial identity^13,14^. In particular, proinflammatory factors such as *tnfa*^15^, interferon-gamma (*IFN-γ*)^16^, and *il6*^17^ have been reported to be associated with Notch in regulating HSPCs. However, the regulatory relationship between *Nlrc3*, one of the PRRs involved in regulating these factors, and Notch remains undocumented. Moreover, among the ligands and receptors of Notch signaling, the Hey genes, which are helix-loop-helix transcription factors, such as *Hey2*, act synergistically during all stages of arterial establishment^18^. Although it has been reported that *Hey1* is involved in vascular development, little is known about its role in HSPC emergence^19,20^.

The transcription factors of the nuclear factor k-light-chain enhancer of the activated B core (NF-kB) family serve as the master controllers of the inflammatory response, and the conserved NF-kB–Notch pathway is essential in HSPC emergence^1,21^. NLR proteins such as *NOD1*, *NOD2*, and *NLRP3* can positively alter the activation of NF-kB in response to peptidoglycan stimulation^22–25^, but *Nlrc3* has been reported to be an inhibitor of NF-kB through modulation of the ubiquitination of TRAF6^7^, which has been shown to suppress the expansion of HSPCs in the fetal liver^26^. These results prompted us to hypothesize that *Nlrc3* might play critical roles in vertebrate embryonic hematopoiesis through interacting with NF-kB.

In this study, we delineated the functional roles of *Nlrc3* signaling in the HSPC emergence in various systems, including published data of single-cell RNA-seq (scRNA-seq) and the embryonic stem cell (ESC) differentiation system in vitro^27–30^, as well as in zebrafish and mouse models in vivo. Mechanistically, we found that during the embryonic stage, NF-kB regulates *Nlrc3* through transcriptional activity, and *Nlrc3* acts upstream of Notch and *Hey1*, these factors forming an essential axis of NF-kB-*Nlrc3*-Notch-*Hey1* is indispensable for HSPCs emergence. Overall, our study revealed an undiscovered role of *Nlrc3* signaling in the generation of embryonic HSPCs under nonpathogenic conditions and emphasizes the vital role of pattern recognition receptor signals in the formation of HSPCs during development.

## Results

### *NLRC3* is highly expressed during vertebrate HSPC development in vivo and in vitro

Previous studies in vertebrate embryos uncovered the role of inflammatory signaling in HSPC emergence. To explore the potential pathways involved in hematopoietic ontogeny and differentiation in this stage, we screened the dynamic expression of NLR family genes and other genes related to inflammation in the published scRNA-seq data in vertebrates’ embryos during HSPC development. In a data profiling caudal hematopoietic tissue (CHT) of zebrafish at 3.5 and 4.5 days postfertilization (dpf)^27^, Compared to many other NLR family paralogs, including *nlrp1*, *nlrp3*, *nlrc3l*, *nlrc5*, *nlrc6*, *nlrx1* and *nlrp16*, the expression of *nlrc3* is relatively higher in the ECs and HSPCs subpopulations (Fig. 1a). To further investigate the expression of *nlrc3* in mammalian models, we analyzed published single-cell transcriptomic data profiling mouse embryo from 9.5 days post coitus (dpc) to 11.5 dpc^28^. Comparison of Aorta Gonad Mesonephros (AGM)–derived HSPCs and fetal liver (FL)-derived HSPCs with venous endothelial cells (VECs), arterial endothelial cells (AECs), pre-hemogenic endothelial cells (pre-HECs) and hemogenic endothelial cells (HECs), the expression of *Nlrc3* increases with hematopoietic maturation, especially when comparing HECs with HSPCs, which is the stage that hemogenic endothelial to hematopoietic transition (EHT) occurs (Fig. 1b). And the expression of *Nlrc3* is not only highly expressed among the NLR family genes but also like that of *Tlr4*, which has been reported to be involved in the regulation of HSPC development^1^. Furthermore, in the latest single-cell transcriptome map of human hematopoietic tissues from the first trimester^29^, the expression trend of *NLRC3* was also validated to be enriched in venous endothelium (VE), arterial endothelium (AE), hemogenic endothelium (HE), HSCs and HPCs which are defined as Non-HSCs (Fig. 1c), especially the differentiation stage from HE to HSCs.

**Fig. 1:**
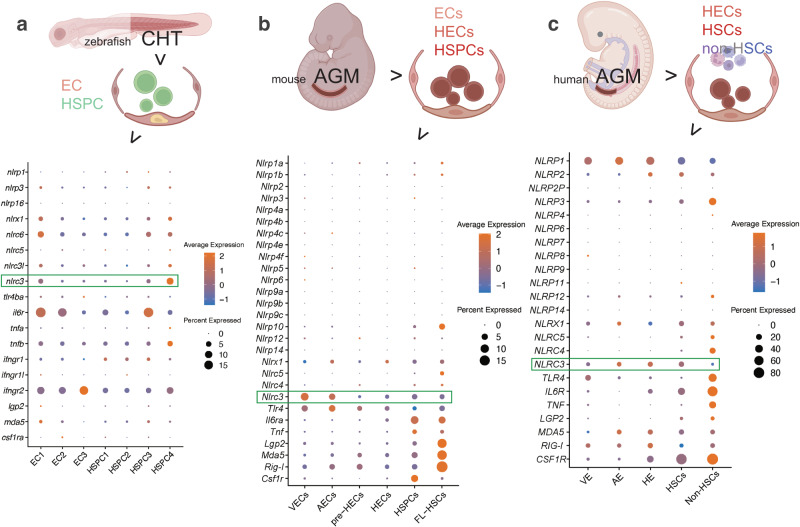
*NLRC3* is highly expressed during vertebrates HSPC development. **a** Schematic paradigm of zebrafish caudal hematopoietic tissue (CHT) tissue for single-cell RNA-seq (scRNA-seq) profiling. Bubble plot of scRNA-Seq data demonstrating the expression of nucleotide-binding domain leucine-rich repeat (NLR) family members, including *Nlrc3* and related inflammatory genes in the clusters of endothelial cells (ECs) and Hematopoietic stem and progenitor cells (HSPCs). **b** Schematic paradigm of mouse embryonic Aorta Gonad Mesonephros (AGM) for scRNA-seq profiling. Bubble plot of scRNA-Seq data demonstrating the expression of NLR family members, including *Nlrc3* and related inflammatory genes in the clusters of venous endothelial cells (VECs), arterial endothelial cells (AECs), pre-hemogenic endothelial cells (pre-HECs), hemogenic endothelial cells (HECs), HSPCs, fetal liver (FL)-derived HSPCs. **c** Schematic paradigm of human embryonic AGM for scRNA-seq profiling. Bubble plot of scRNA-Seq data demonstrating the expression of NLR family members, including *NLRC3* and inflammatory genes in the clusters of venous endothelium (VE), arterial endothelium (AE), hemogenic endothelium (HE), HSPCs and Non-HSCs. Illustrations created with BioRender.com. Source data are provided as a Source Data file.

Although rather in the primitive stage, the hematopoietic differentiation system using embryonic stem cells (ESCs) is a convenient research model that simulates and observes the in vivo embryonic hematopoiesis, in which cells gradually differentiate into the mesoderm, HE, and HSPCs stages, and are accompanied by specific different molecular markers at different stages^31,32^. To further verify the expression of *Nlrc3* in vitro, we compared FL- and bone marrow (BM)-derived HSPCs with HSC-like cells derived from mouse ESCs (Supplementary Fig. 1a)^30^. Differential gene expression analysis using RNA-seq revealed that among the NLR family genes, *Nlrc3* expression was highly enriched with the expression of genes that have been reported to regulate the emergence of HSCs, including *Tlr4*^1^ and *IFN-γ*^16^ (Supplementary Fig. 1b).

We further validated our results by employing the in vitro HSC-like cell differentiation system using human embryonic stem cells (hESCs) (Supplementary Fig. 1c). We examined the dynamic change of *NLRC3* during the 12-day hematopoietic differentiation process by qPCR and found that compared with day 0, the expression of *NLRC3* gradually increased along with the hematopoietic differentiation from hESCs (Supplementary Fig. 1d). Moreover, we isolated cells from different stages (hESCs at Day 0, CD309^+^ mesoderm cells at Day 3, CD31^+^CD34^+^ HE cells at Day 6, CD43^+^ HSPCs cells at Day 9, and CD45^+^ HSPCs at Day 12). Our qPCR results showed that, compared with undifferentiated hESCs, the expression of *NLRC3* in HE was significantly increased by approximately 300-fold and was even higher in CD43^+^ and CD45^+^ HSPCs (Supplementary Fig. 1e). *TLR4* and *NLPR3*, which have been reported to be regulators of HSPCs emergence and differentiation, showed a similar trend to *NLRC3* (Supplementary Fig. 1f, g). Overall, these results suggest that *NLRC3* was highly expressed during embryonic HSPC development in vivo and vitro and might play an important role in HSPC emergence in vertebrates.

### *Nlrc3* signaling is indispensable for HSPC production in zebrafish

To investigate whether *nlrc3* signaling is required for in vivo HSPC emergence, we synthesized probes from the full-length mRNA of *nlrc3* and utilized them to observe the in-situ expression of *nlrc3* in zebrafish at different developmental stages. The WISH experiment demonstrated that *nlrc3* was expressed from the 1-cell stage and, importantly, showed specific expression in the AGM region of zebrafish at 24–28hpf, which coincides with the onset of HSPC generation. There was also a high expression of *nlrc3* at 72hpf in the CHT region, which follows a similar spatiotemporal expression pattern as HSPC generation, indicating that *nlrc3* may be involved in the development of HSPCs (Supplementary Fig. 2a). By co-staining with arterial endothelial-specific markers *dlc* and *efnb2* (Supplementary Fig. 2b, c), hematopoietic stem/progenitor cell-specific markers *runx1* and *cmyb* (Supplementary Fig. 2d, e), we found that co-staining *nlrc3* with these probes can effectively enhance the expression of HE and HSPCs. These results suggest that *nlrc3* may be involved in the regulation of this process in zebrafish.

In order to validate this hypothesis, loss-of-function experiments were performed using zebrafish with a targeted Morpholino (MO) (Supplementary Fig. 3a). We observed the floor of the DA region in Tg (*runx1*:EGFP/ *kdrl*:mCherry) double-transgenic embryos at 28 hpf by confocal microscopy, *runx1* is a conserved HSPC marker and *kdrl* is a vascular endothelial-specific marker, the *runx1*^+^*kdrl*^+^ cells signifies HSPCs occurs through the hemogenic endothelial (HE) to hematopoietic transition (EHT) process is this time point, and the number of *runx1*^+^*kdrl*^+^ HSPCs of morphants was significantly lower than that in control embryos (Fig. 2a, b). By using the Tg(*cmyb*:EGFP/*kdrl*:mCherry) double-transgenic line at 48 hpf, *cmyb* is another conserved HSPC marker, we found that the number of *cmyb*^+^*kdrl*^+^ HSPCs of morphants within the ventral wall of the dorsal aorta (VDA) markedly decreased in *nlrc3* morphants (Fig. 2c, d). Tg (*CD41*: GFP), which is a well-established transgenic line with HSPC expansion in the CHT, also had reduced expression in morphants at 72 hpf (Fig. 2e, f). Furthermore, we performed whole-mount in situ hybridization (WISH) to measure the expression of *runx1* and *cmyb*, which are nascent HSPC markers at early developmental stages, and found that the expression of *runx1* and *cmyb* was significantly reduced at 28 hpf and at 36 hpf, respectively, in the aortic floor of *nlrc3* morphants compared with their wild-type siblings (Fig. 2g, j). To further demonstrate the role of *nlrc3* in HSPC emergence, we generated *nlrc3* mutant by the CRISPR/Cas9, 29 bp base is knocked out in homozygotes (Supplementary Fig. 2b, c). The expression of *nlrc3* was abrogated in mutants at the site of HSPC occurrence at 24–36 hpf (Supplementary Fig. 3d, e). Consistent with previous results, the expression of *runx1* and *cmyb* was decreased in mutants by WISH at 28 hpf and 36 hpf, respectively (Fig. 2g–j). With this mutant, we also validated the downregulation of hematopoietic markers and *nlrc3* at 28 hpf by qPCR (Fig. 2k). The similar phenotype between morphants and mutants allows for the experimental design to be tailored based on specific needs. To obtain more comprehensive evidence, we examined *gata2b*, a critical early hematopoietic marker^12^. Through qPCR, we found a downregulation of *gata2b* in the mutant at 28 hpf. Therefore, we synthesized the full-length mRNA of *gata2b* and overexpressed it. The reduction in *runx1* at 28hpf and *cmyb* at 36 hpf due to *nlrc3* deficiency was partially restored by the rescue of *gata2b* (Supplementary Fig. 3f, g). This result was also confirmed by qPCR analysis (Supplementary Fig. 3h). These results indicated that *nlrc3* was required for HSPC emergence and expansion.

**Fig. 2:**
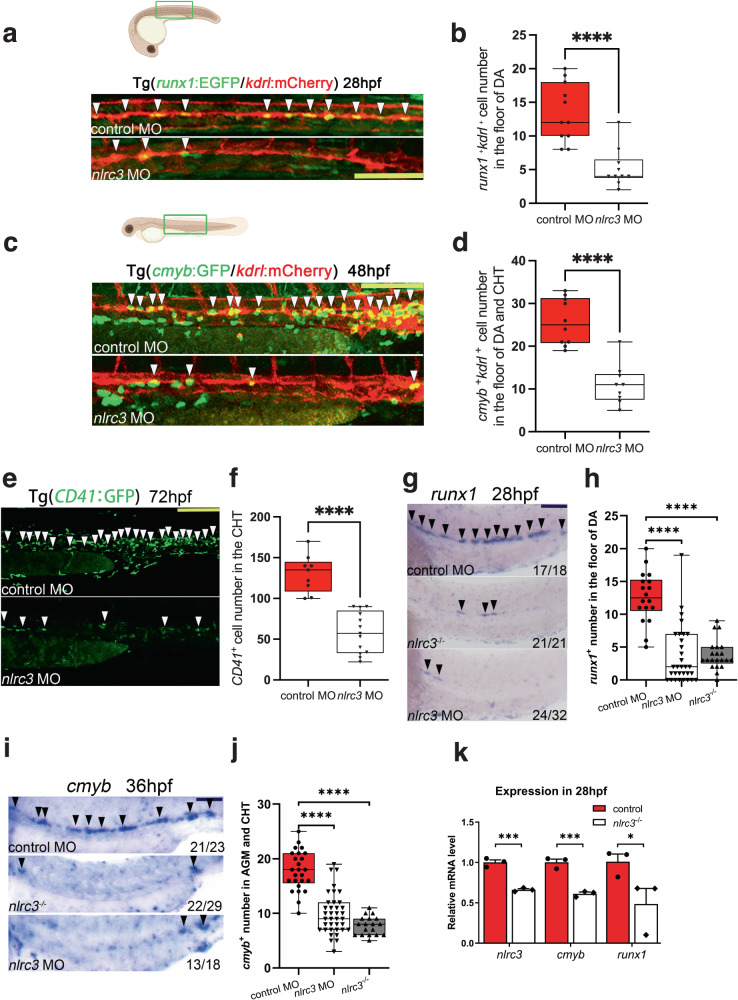
*Nlrc3* signaling is indispensable for HSPC production in zebrafish. **a**, **b** Confocal imaging showing the number of hemogenic endothelium and emerging HSPCs in *runx1*^+^*kdrl*^+^ cells from Tg (*runx1*:EGFP/*kdrl*:mCherry) embryos at 28 hpf in the AGM (white arrowheads) in control embryos and *nlrc3* morphants with quantification (**b**). ****P < 0.0001, *n* = 11, 10 embryos. **c**, **d** Confocal imaging showing the number of *cmyb*^+^*kdrl*^+^ cells in Tg (*cmyb*:EGFP/*kdrl*:mCherry) embryos at 48 hpf in the AGM (white arrowheads) in control embryos and *nlrc3* morphants with quantification (**d**). ****P < 0.0001, *n* = 10, 9 embryos. **e**, **f** Confocal imaging showing the number of HSPCs in Tg (*CD41*:GFP) embryos at 72 hpf in the CHT (white arrowheads) in control embryos and *nlrc3* morphants with quantification (**f**). ****P < 0.0001, *n* = 9, 13 embryos. **g**, **h** Expression of the HSPC marker *runx1* in *nlrc3* morphants and mutants in the AGM region at 28 hpf by whole mount in situ hybridization (WISH) (black arrowheads) with quantification (**h**) ****P < 0.0001, *n* = 18, 32, 21 embryos. **i**, **j** Expression of the HSPC marker *cmyb* in *nlrc3* morphants and mutants in the region of AGM and CHT at 36 hpf by WISH (black arrowheads) with quantification (**j**) ****P < 0.0001, *n* = 25, 37, 18 embryos. **k** Expression of *nlrc3* and the HSPC genes *runx1*, *cmyb* in control embryos and *nlrc3* morphants at 28 hpf by qPCR. *P = 0.0462, ***P = 0.0006, 0.0010, *n* = 3 biological replicates. Error bars, mean ± s.d., ****P < 0.0001, by using two-tailed, unpaired Student’s *t*-test in (**b**, **d**, **f**, **k**), one-way ANOVA – Sidak test in (**h**, **j**). For the box plots in (**b**, **d**, **f**, **h**, **j**), box limits extend from the 25th to 75th percentile, while the middle line represents the median. Whiskers extend to the largest value no further than 1.5 times the inter-quartile range (IQR) from each box hinge. Scale bars, 100 μm in (**a**, **c**, **e**, **g**, **i**). Illustrations created with BioRender.com. Source data are provided as a Source Data file.

To further evaluate the effect of *nlrc3* on hematopoietic differentiation, we examined the expression of *rag1*, which specifically indicates the differentiation capability of HSPCs for T cell lineages. WISH results showed that *rag1* expression was markedly reduced in both morphants and mutants (Fig. 3a). A similar phenotype was observed in Tg (*lck*:EGFP) transgenic morphants at 120 hpf (Fig. 3b), while lymphoid genes, including *ikaros*, *rag1*, *lck*, and *il7r*, were downregulated in mutants, as assessed by qPCR (Fig. 3c). However, the expression of the thymic epithelial cell marker *foxn1* was normal (Fig. 3a), suggesting that T-cell defects in these deficient embryos resulted from early HSPC defects. The expression of *gata1a*, an erythrocyte-specific marker, was decreased in the posterior blood island (PBI) and trunk regions of morphants at 36 hpf and 96 hpf, respectively (Supplementary Fig. 4a, Fig. 3d), which was further verified by qPCR analysis in mutants (Fig. 3e). We also examined the phenotypes of Tg (*lcr*:EGFP) and Tg (*gata1a*:DsRed) transgenic morphants at 60 hpf (Supplementary Fig. 4b, c). These two transgenic lines are capable of tracking erythrocytes in blood vessels, and the results strongly suggest that *nlrc3* signaling is essential for definitive erythropoiesis. Myeloid lineage differentiation was also impaired in mutants, as assayed by *mpx* at 96 hpf and *l-plastin* at 120 hpf by WISH (Fig. 3f, Supplementary Fig. 4f). Similar phenotypes were assessed in Tg (*mpx*:EGFP) and Tg (*lyz*:DsRed) transgenic morphants as the neutrophil marker at 60 hpf and 72 hpf, respectively, in the CHT region (Supplementary Fig. 4d, e), and the expression of myeloid-lineage genes in mutants at 96 hpf was found to be decreased by qPCR (Fig. 3g). These results indicated that HSPC differentiation was impaired when *nlrc3* signaling was disturbed.

**Fig. 3:**
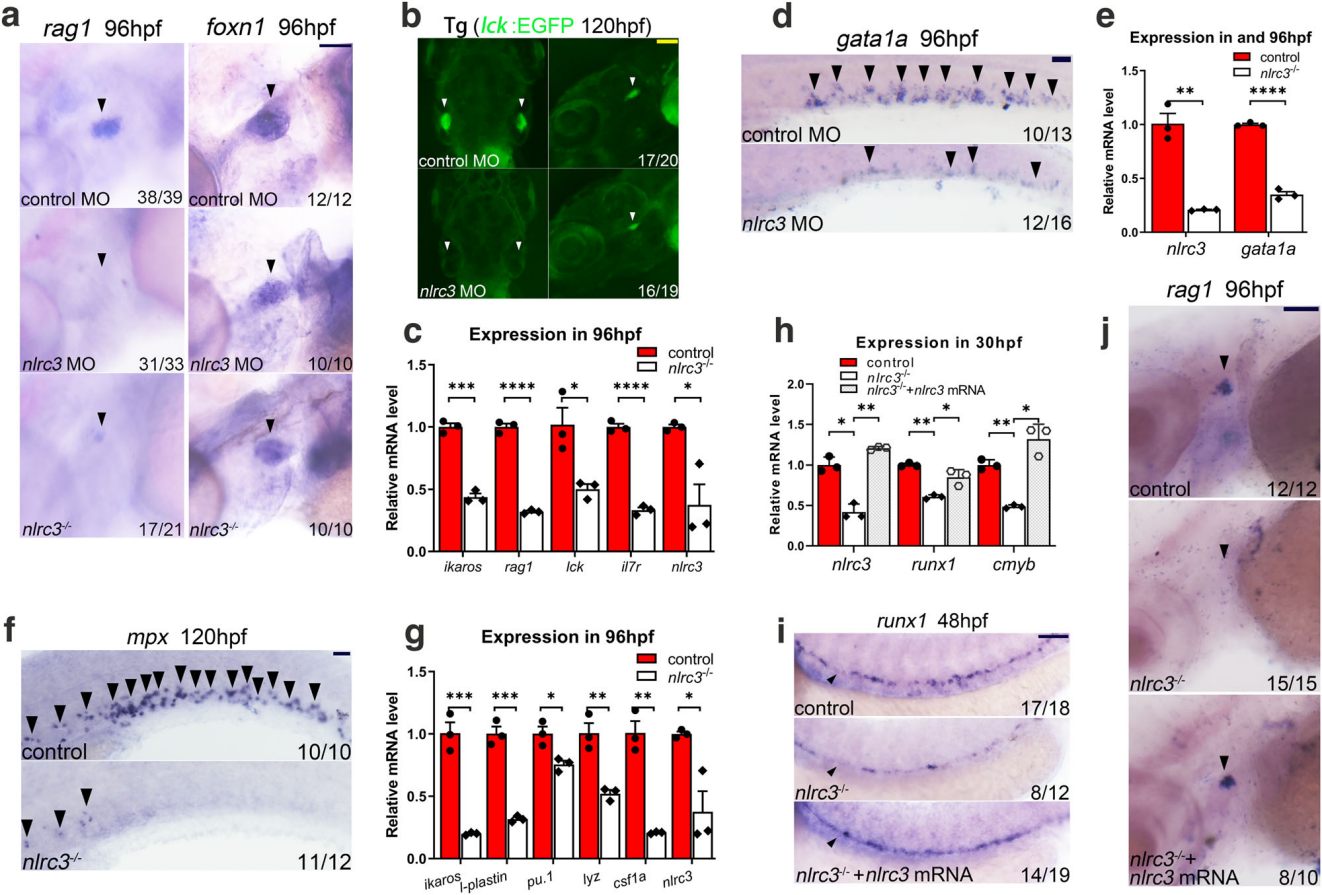
*Nlrc3* signaling is imperative for HSPC differentiation in zebrafish. **a** Expression of the lymphoid marker *rag1* in *nlrc3* morphants and mutants and the thymic epithelial cell marker *foxn1* in the thymus of control embryos, *nlrc3* morphants, and mutants at 96 hpf (black arrowheads). **b** Snapshot of *lck*^+^ cells in Tg (*lck*:EGFP) embryos in the thymus of control embryos and *nlrc3* morphants at 5 dpf (white arrowheads). **c** Expression of *nlrc3* and the lymphoid genes *ikaros*, *rag1*, *lck*, and *il7r* in control embryos and *nlrc3* morphants at 96 hpf by qPCR. *P = 0.0229, 0.0197, ***P = 0.0009. **d** Expression of the erythroid marker *gata1a* in control embryos and *nlrc3* morphants by WISH at 96 hpf (black arrowheads). **e** Expression of *nlrc3* and the erythroid gene *gata1a* in control embryos and *nlrc3* morphants at 96 hpf by qPCR. **P = 0.0011. **f** Expression of the myeloid marker *mpx* in control and *nlrc3* morphants by WISH at 120 hpf (black arrowheads). **g** Expression of *nlrc3* and the myeloid gene *ikaros, l-plastin, pu.1, lyz*, and *csf1a* in control embryos and *nlrc3* mutants at 96 hpf by qPCR. *P = 0.0178, 0.0197, **P = 0.0049, 0.0011, ***P = 0.0007, 0.0003. **h** Expression of *nlrc3* and the HSPC genes *runx1* and *cmyb* in control, *nlrc3* morphants, and *nlrc3* morphants with overexpression of *nlrc3* mRNA at 30 hpf by qPCR. *P = 0.0286, 0.0272, 0.0158, **P = 0.0040, 0.0047, 0.0068. **i** Expression of the HSPC marker *runx1* in control embryos, *nlrc3* morphants, and *nlrc3* morphants with overexpression of *nlrc3* mRNA at 48 hpf by WISH (black arrowheads). **j** Expression of the lymphoid marker *rag1* in control embryos, *nlrc3* morphants, and *nlrc3* morphants with overexpression of *nlrc3* mRNA at 96 hpf by WISH (black arrowheads). Error bars, mean ± s.d., *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, the exact *p*-values mentioned above are listed from left to right, by using two-tailed, unpaired Student’s *t*-test in (**c**, **e**, **g**). Two-way ANOVA with Tukey’s post hoc test in (**h**). *n* = 3 biological replicates. Scale bars, 100 μm in (**a**, **b**, **d**, **f**, **i**, **j**). Illustrations created with BioRender.com. Source data are provided as a Source Data file.

To determine if *nlrc3* was sufficient for embryonic hematopoiesis, we synthesized *nlrc3* mRNA for rescue experiments. The decreased expression of *runx1* at 48 hpf and *rag1* at 96 hpf could be rescued by overexpression of *nlrc3* mRNA, as assessed by WISH, and qPCR also validated this trend at 30 hpf (Fig. 3h–j). These results demonstrated that HSPC defects in *nlrc3*-deficient embryos were specific.

To further examine the role of *nlrc3* in the first wave of hematopoiesis, which is generally called the “primitive” wave, we performed WISH to measure the expression of *gata1a* at 26 hpf (Supplementary Fig. 5a). qPCR of *gata1a* at 30 hpf verified this phenotype, confirming that *nlrc3* signaling may not impact primitive erythropoiesis (Supplementary Fig. 5b). However, the expression of *mpx* was decreased at 24 hpf, as measured using WISH (Supplementary Fig. 5c), indicating that the development of primitive neutrophils depended on *nlrc3* signaling. Additionally, the expression of *mfap4*, a specific marker of macrophages, was reduced in *nlrc3*-deficient embryos at 25 hpf (Supplementary Fig. 5d). Compared to the control group, Tg (*mpeg*:GFP), a transgenic line of macrophages, also showed a reduction after *nlrc3* knockdown at 30 hpf (Supplementary Fig. 5e). These results reflected the role of *nlrc3* signaling in primitive hematopoiesis.

Since HSPCs originate from hemogenic endothelial cells in the dorsal aorta^33^, mutants or defects in blood vessel or artery genes may lead to hematopoietic defects. To explore this possibility, we examined the vascular endothelial-specific marker *kdrl* and the arterial-specific markers *dlc* at 26 hpf by WISH and found no notable vascular abnormalities in *nlrc3* morphants or mutants (Supplementary Fig. 6a, b). The same trend was observed in Tg (*kdrl*:mCherry) at 28 hpf by confocal microscopy, and no alterations were observed between the different groups (Supplementary Fig. 6d). Furthermore, the expressions of the endothelial and arterial markers *dll4*, *ephrinB2*, *kdrl*, and *deltaC* was not altered relative to the control group, as detected by qPCR (Supplementary Fig. 6c).

To further investigate whether the decrease in HSPCs in *nlrc3* morphants was due to enhanced apoptosis in endothelial cells, we performed TUNEL in Tg (*fli1a*:EGFP) embryos, which labels endothelial cells and were analyzed by confocal microscopy at 28hpf, the results indicated that loss of *nlrc3* caused no increase in apoptotic endothelial cells within the DA (Supplementary Fig. 6e), indicating that the defects in HSPCs in *nlrc3-*deficient embryos were not caused by apoptosis in endothelial cells. Taken together, these data imply that *nlrc3* plays an imperative role in the definitive hematopoiesis of the zebrafish embryos. For the primitive wave, *nlrc3* signaling was indispensable for the creation of neutrophils and macrophages. And this effect is not based on affecting the development of arterial vessels or causing apoptosis. As no previous studies have reported the involvement of *nlrc3* in HSPC generation, we will investigate its underlying mechanism.

### *Nlrc3* regulates HSPC emergence via activation of Notch signaling

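In Tg (*fli1a*: EGFP) embryos the promoter of the endothelial gene *fli1a* drives EGFP, so that fluorescence-activated cell sorting can collect vascular and hemogenic endothelium as one population. RNA sequencing covered 6 samples of such sorted cells, 3 from embryos injected with the control morpholino (MO) and 3 from embryos injected with the *nlrc3* MO. The sort cannot be taken as pure endothelium, because the samples also held marker transcripts of other cells. In the control MO samples the neural crest gene *twist1a* was at 233 FPKM and the myeloid gene *lyz* at 386 FPKM. The text of the paper places the samples at 28 hpf and its figures place them at 26 hpf. The methods give 1 nl of the control MO at 0.2 mM and 1 nl of the *nlrc3* MO at 2 mM. The authors aligned single-end reads to the Ensembl zebrafish genome with HISAT2, assembled transcripts with StringTie and expressed each gene as FPKM (fragments per kilobase of transcript, relative to the mapped fragments of the sample). The deposited table lists FPKM of 32057 genes in each sample, of which 7462 are at 0 in every sample. FPKM hold no read totals, and the values of 2573 low genes showed no steps of whole reads, so the sequencing depth of the samples is unknown and no counting interval can be given. The FPKM of all genes summed to 524846 to 525567 in the control MO samples (median 525227.5) and to 678620 to 687387 in the *nlrc3* MO samples (median 681984). Genes above 0 FPKM numbered 21041 to 21737 in the control MO samples and 19060 to 19609 in the *nlrc3* MO samples. For the comparisons, FPKM were taken as deposited and put on the log2(FPKM + 0.1) scale, which understates the change of low genes. The 15155 genes with at least 0.5 FPKM in at least 3 samples were tested with limma, and p-values were adjusted by the Benjamini-Hochberg method. A gene was called when its adjusted p was under 0.05 and its fold change above 2 or under 0.5, the fold change limits that the authors used. An exact permutation test of 3 samples against 3 cannot give a two-sided p below 0.1, so it was used beside limma only to show whether the groups overlap. The knocked-down gene itself, *nlrc3* (ENSDARG00000103146), was at 0.82, 0.70 and 1.09 FPKM in control MO samples 1 to 3 and at 0.26, 0.15 and 0.17 FPKM in *nlrc3* MO samples 1 to 3. Its log2 fold change was -1.72 (standard error 0.30, adjusted p = 0.00175 from limma with Benjamini-Hochberg adjustment), and it stayed between -1.88 and -1.57 when each sample was left out in turn. Both levels are low, and reads that *nlrc3* shares with similar NLR family genes cannot be told apart in FPKM. The choice that moved most results was the scaling of the libraries. In the FPKM as deposited, 14 globin genes took 15.6% ± 0.0364 of the FPKM in the control MO samples and 34.6% ± 0.122 in the *nlrc3* MO samples (SD, n = 3 each).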

To determine the regulatory mechanism by which *nlrc3* signaling regulates HSPCs, we sorted EGFP^+^ cells in Tg (*fli1a*: EGFP) zebrafish embryos at 28 hpf, which was the stage where EHT occurs in the VDA, and these EGFP^+^ cells contained hemogenic endothelial cells (Fig. 4a). Moreover, principal component analysis (PCA) indicated the high quality of our transcriptome profile data (Fig. 4b).

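Principal component analysis of log2(FPKM + 0.1) over the tested genes, centred per gene, placed 83.0% of the variance on the first component and 6.10% on the second. The first component parted the 3 control MO samples from the 3 *nlrc3* MO samples. Its share was moved most by leaving out the log step, which gave 99.8%. Spearman's correlation across genes, which are not independent replicates, was 0.987 to 0.989 between control MO samples and 0.980 to 0.982 between *nlrc3* MO samples. Between samples of different groups it was 0.865 to 0.868. Among the 2807 genes with a mean above 20 FPKM, the median SD of log2 values between replicates was 0.0390 in the control MO samples and 0.0586 in the *nlrc3* MO samples.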

**Fig. 4:**
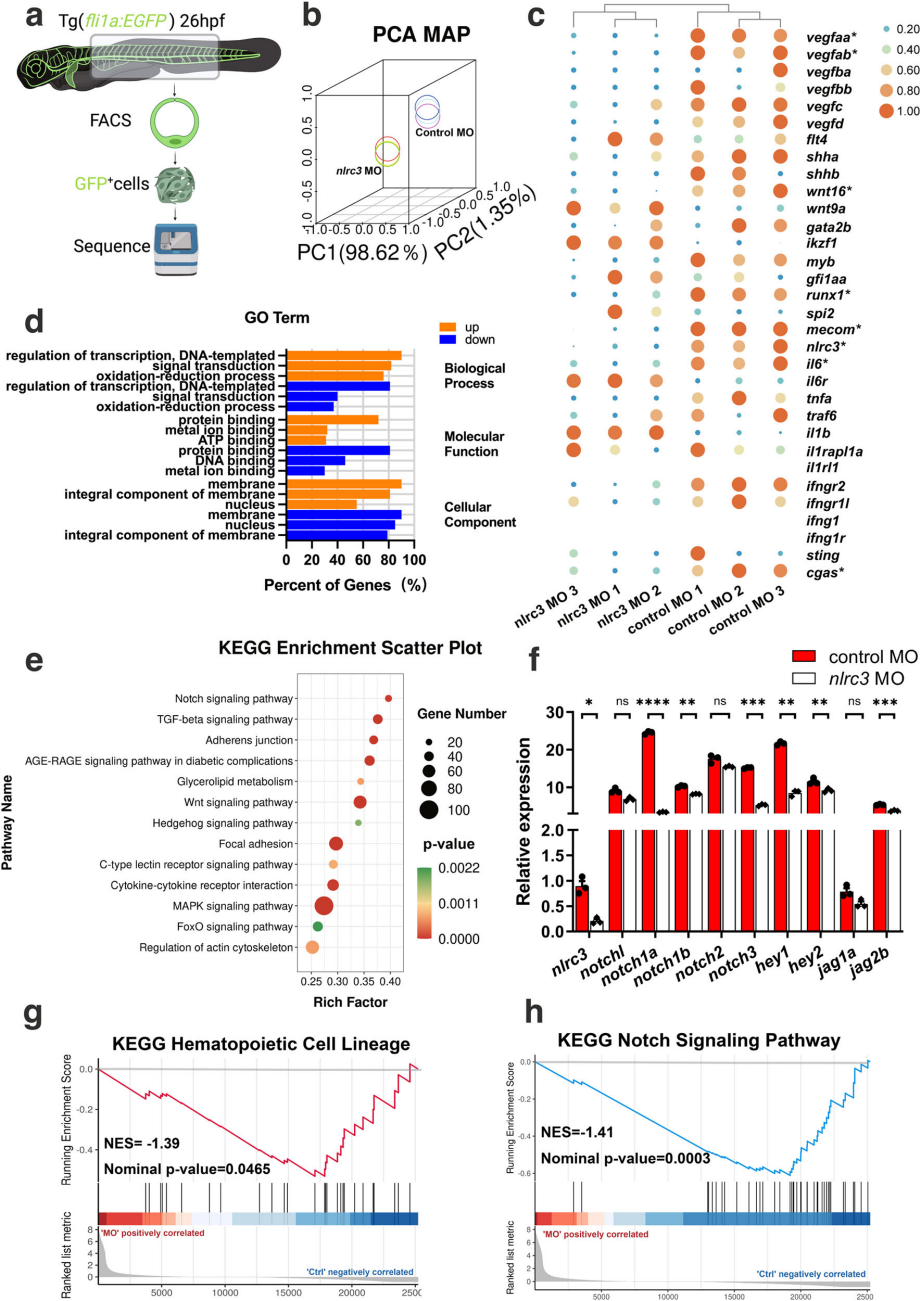
RNA-seq demonstrates the regulatory mechanism underlying *nlrc3* in HSPC emergence. **a** Schematic representation of RNA-seq analysis in this study. **b** Principal-component analysis (PCA) of six sequenced samples shown by the first three principal components (PC1–PC2). Control MO 1, blue; Control MO 2, light blue; Control MO 3, violet; *nlrc3* MO 1, yellow; *nlrc3* MO 2, green; *nlrc3* MO 3, red; **c** Heatmap showing differential expression of hematologic-associated genes. The mark * indicates that there is a significant difference between the control group and morphant group with fold change >2 or fold change <0.5 and *p*-value < 0.05. (4) FDR < 0.05. **d** Representative statistically enriched biological process (BP), molecular function (MF) and cellular component (CC) associated genes of the upregulated and downregulated genes in *nlrc3* morphant group compared with the control group. **e** Representative KEGG enrichment scatter plots of the signaling pathways in the *nlrc3* morphant group compared with the control group. The plots were drawn based on the R version 4.1.3 and ggplot version 3.3.3. The statistical tests were one-sided and adjustments were made for multiple comparisons. **f** Expression of Notch genes in control embryos and *nlrc3* morphants at 26 hpf by RNA-seq. Error bars, mean ± s.d., ns = 0.0554, 0.0645, 0.1207, *P = 0.0224, **P = 0.0065, 0.0029, 0.0066, ***P = 0.0006, 0.0004, ****P < 0.0001, the exact *p*-values mentioned above are listed from left to right, by using two-tailed, unpaired Student’s *t*-test. *n* = 3 biological replicates. **g** Enrichment plot of the hematopoietic cell lineages between differentially regulated genes in the *nlrc3* morphant group compared with the control group by GSEA (Gene Set Enrichment Analysis). *P* = 0.0465. **h** Enrichment plot of the Notch signaling pathway between differentially regulated genes in the *nlrc3* morphant group compared with the control group by GSEA. *P* = 0.0003. GSEA of *nlrc3* morphant versus control group transcriptional profiles using software GSEA (v4.1.0) and MSigDB, the statistical tests were one-sided and adjustments were made for multiple comparisons. Black bars indicate the individual genes, enrichment is in green. Normalized enrichment score = NES in (**g**, **h**). Source data are provided as a Source Data file.

Based on the results of our RNA-Seq assays, a heatmap of differentially expressed genes (DEGs) showed hematologic-associated gene changes in the pathways related to *nlrc3* in the morphant group (Fig. 4c). 

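The fit called 3832 of the 15155 tested genes, 741 higher and 3091 lower in the *nlrc3* MO samples. Without a fold change limit, 9558 genes had an adjusted p under 0.05. The groups did not overlap in 68.9% of the tested genes, where chance gives 10%. The median log2 fold change of all tested genes was -0.22, and it became -0.013 after median-of-ratios scaling and -0.60 after rescaling every sample to the same total as TPM. Median-of-ratios scaling split the calls into 1164 higher and 2510 lower genes, and TPM into 295 higher and 4620 lower genes. Of the 32 genes of Fig. 4c, 30 were matched in the table by symbol and 23 were tested. Of these, 16 had an adjusted p under 0.05 over all tested genes and 16 when adjusted over the list alone, which is no independent evidence because the list was drawn from these samples. Their log2 fold changes ranged from -4.36 to 0.82, and 9 genes were called, all of them lower. The 9 were *vegfaa*, *vegfab*, *vegfd*, *wnt16*, *runx1*, *mecom*, *nlrc3*, *il6* and *cgas*, of which *vegfd*, *wnt16*, *nlrc3*, *il6* and *cgas* lost their call with a pseudocount of 1. *cgas* also lost it without *nlrc3* MO sample 1 (log2 fold change -0.84) and without control MO sample 2 (-0.96, Benjamini-Hochberg adjusted p = 0.0527, limma). After median-of-ratios scaling *cgas* lost its call too (-0.88), while *il6r* was called higher (1.04, Benjamini-Hochberg adjusted p = 0.000162, limma). The definitive hematopoietic gene *runx1* was at 5.51, 4.2 and 3.4 FPKM in the control MO samples, and among the *nlrc3* MO samples it was listed at 0, 0.87 and 0. Its adjusted p was 0.00270 from limma with Benjamini-Hochberg adjustment, but its fold change in the authors' deposited table is 0.99, which is not the ratio of these FPKM. *myb* was at 39.7 ± 1.21 FPKM in control MO samples and 34.3 ± 0.692 FPKM in nlrc3 MO samples (SD, n = 3 each), a log2 fold change of -0.21 (standard error 0.039, adjusted p = 0.00246 from limma with Benjamini-Hochberg adjustment) that became 0.0087 after median-of-ratios scaling. For *myb* too the fold change in the authors' deposited table, 1.16, is not the ratio of the mean FPKM, so the direction of *myb* is uncertain. The hematopoietic transcription factor *ikzf1* was higher, at 33.6 ± 0.499 FPKM in control MO samples and 50.2 ± 1.26 FPKM in nlrc3 MO samples (SD, n = 3 each), with a log2 fold change of 0.58 and an adjusted p of 6.19e-06 in limma with Benjamini-Hochberg adjustment. *wnt9a* rose from 1.32 ± 0.0907 to 1.83 ± 0.185 FPKM (SD, n = 3 each), and its adjusted p of 0.0377 from limma with Benjamini-Hochberg adjustment rose above 0.05 as TPM, without the expression filter and in 5 of the 6 fits that each left out a sample. Among all called genes with a higher group mean of at least 5 FPKM and groups that do not overlap, the 5 largest rises were those of *abcg4b* (log2 fold change 3.15), *atp1a1a.3* (2.94), *ela2* (2.93), *ccr9a* (2.79) and *aqp12* (2.23). The 5 largest falls were those of *alx1*, *npb*, *dlx1a*, *cldn11a* and *ms4a17a.7*, whose means in the control MO samples were 37.0, 65.4, 35.1, 50.1 and 20.6 FPKM. In the *nlrc3* MO samples none of these 5 genes exceeded 0.29 FPKM, and *ms4a17a.7* was listed at 0 in all 3.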

As well as functional enrichment of common DEGs was performed, and GO analysis demonstrated changes in the categories of molecular function (MF), cellular component (CC) and biological process (BP) after knockdown *nlrc3* (Fig. 4d). 

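Gene Ontology terms were taken as the deposited table assigns them, and each term with at least 5 tested genes was compared with the 13529 tested genes that carry a term, of which 24.8% were called. A one-sided Fisher's exact test with Benjamini-Hochberg adjustment gave 194 of 2514 terms an adjusted p under 0.05. Of the biological processes shown in Fig. 4d, regulation of transcription held 335 called genes among 801 (41.8%, adjusted p = 8.04e-25 from Fisher's exact test with Benjamini-Hochberg adjustment), 301 of them lower. Signal transduction held 168 among 452 (37.2%, Benjamini-Hochberg adjusted p = 2.64e-07, Fisher's exact test). Oxidation-reduction process was called at 25.1% of 499 genes, close to the background. Among molecular functions, DNA binding reached 33.1% of 1152 genes and protein binding 28.4% of 2551, while metal ion binding (26.0% of 1248) and ATP binding (22.0% of 1110) had adjusted p-values of 0.592 and 1 in Fisher's exact test with Benjamini-Hochberg adjustment. Among cellular components, membrane reached 28.5% of 3305 genes and integral component of membrane 28.9% of 2870. Nucleus was called at 24.6% of 2890 genes, and only its 642 lower calls passed the threshold on their own (Benjamini-Hochberg adjusted p = 0.0196, Fisher's exact test).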

To predict specific downstream pathways, KEGG pathway enrichment analysis was performed, and this analysis revealed that the upregulated DEGs were mainly involved in endocytosis and the MAPK signaling pathway, while the downregulated DEGs were mainly involved in multiple signaling pathways including TGF-β signaling, adherens junction, Wnt signaling, and Hedgehog signaling^34,35^. Among these pathways, Notch signaling was the most enriched in *nlrc3* morphant (Fig. 4e). 

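Pathways were taken from the KEGG assignments in the deposited table, and the 154 pathways with at least 5 tested genes were compared with the 4268 tested genes that carry a pathway. Of these genes 21.1% were called, 195 higher and 704 lower. Among the genes of endocytosis, 12 of 248 were called higher and 32 lower. The share of higher calls was not significantly above the background (one-sided Fisher's exact test, unadjusted p = 0.462, Benjamini-Hochberg adjusted p = 1). The MAPK signaling pathway had 7 higher and 80 lower calls among 261 genes, with an adjusted p of 1 for higher calls and 1.24e-07 for lower calls in Fisher's exact test with Benjamini-Hochberg adjustment. For higher calls 5 pathways passed an adjusted p of 0.05, namely neuroactive ligand-receptor interaction, phagosome, purine metabolism, porphyrin and chlorophyll metabolism, and cardiac muscle contraction, which were singled out after their values were seen. Lower calls made up 40 of the 91 tested genes of TGF-beta signaling, 52 of 139 of Wnt signaling, 27 of 82 of adherens junction and 16 of 46 of Hedgehog signaling. The adjusted p-values of these lower calls were 3.19e-08, 6.30e-08, 0.00242 and 0.0204, from Fisher's exact test with Benjamini-Hochberg adjustment. With both directions taken together, 19 pathways had an adjusted p under 0.05, and the number was moved most by leaving out the fold change limit, which gave 7.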

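In the KEGG Notch signaling pathway 23 of 54 tested genes were called (42.6%), and all 23 were lower in the *nlrc3* MO samples. Its adjusted p was 0.00375 in Fisher's exact test with Benjamini-Hochberg adjustment. It rose to 0.274 under median-of-ratios scaling, to 0.676 without the fold change limit and to 0.0583 against all tested genes as the background. A larger share was called in 10 other pathways, 4 of them with at least as many tested genes and 2 of them shown in Fig. 4e, cytokine-cytokine receptor interaction and TGF-beta signaling. The smallest adjusted p among these was cytokine-cytokine receptor interaction, with 52 of 94 genes called (55.3%, adjusted p = 2.88e-11, Fisher's exact test with Benjamini-Hochberg adjustment). Counted over the 58 Notch genes of the table whether tested or not, the called share was 0.397, and in the authors' deposited table 23 of these 58 genes are marked significant. By that count it was above TGF-beta signaling, at 0.376 of 109 genes. Over the pathways with at least 5 genes, the authors' deposited table gives 5 a larger share of significant genes than Notch.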

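All 10 genes of Fig. 4f were tested, and each of them had a log2 fold change below 0 in the *nlrc3* MO samples, from -2.82 to -0.18, although *notch1a* rose above 0 under median-of-ratios scaling. An adjusted p under 0.05 was reached by 9 genes, over all tested genes and when adjusted over the list alone, and 4 were called, namely *nlrc3*, *notch2*, *notch3* and *hey1*. The receptor gene *notch1a* (ENSDARG00000103554) was at 17.6 ± 1.07 FPKM in control MO samples and 15.5 ± 0.212 FPKM in nlrc3 MO samples (SD, n = 3 each). Its log2 fold change of -0.18 (standard error 0.058, adjusted p = 0.0293 from limma with Benjamini-Hochberg adjustment) lies close to the median of all tested genes. After median-of-ratios scaling it was 0.037 (Benjamini-Hochberg adjusted p = 0.605, limma), and leaving out single samples raised the adjusted p to at most 0.101. In the authors' deposited table *notch1a* has a fold change of 0.88 with a p-value of 0.49. The receptor gene *notch2* (ENSDARG00000043130) changed most, from 24.5 ± 0.397 to 3.38 ± 0.115 FPKM (SD, n = 3 each), a log2 fold change of -2.82 (standard error 0.061, adjusted p = 2.72e-08 from limma with Benjamini-Hochberg adjustment). The Notch target *hey1* (ENSDARG00000070538) changed from 21.7 ± 0.460 to 8.48 ± 0.818 FPKM (SD, n = 3 each), a log2 fold change of -1.35 (standard error 0.078, adjusted p = 4.14e-06 from limma with Benjamini-Hochberg adjustment). Its value was -1.13 after median-of-ratios scaling and -1.73 as TPM. The genes *notchl*, *notch1b* and *jag2b* had log2 fold changes of -0.41, -0.32 and -0.51, and after median-of-ratios scaling *notchl* and *notch1b* no longer had an adjusted p under 0.05. For *jag1a*, at 0.790 ± 0.114 and 0.543 ± 0.0839 FPKM (SD, n = 3 each), the adjusted p was 0.119 in limma with Benjamini-Hochberg adjustment. It was 0.0176 as TPM and 0.0281 in limma without the trend on the mean, but 0.325 after median-of-ratios scaling.

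**Figure D1:**
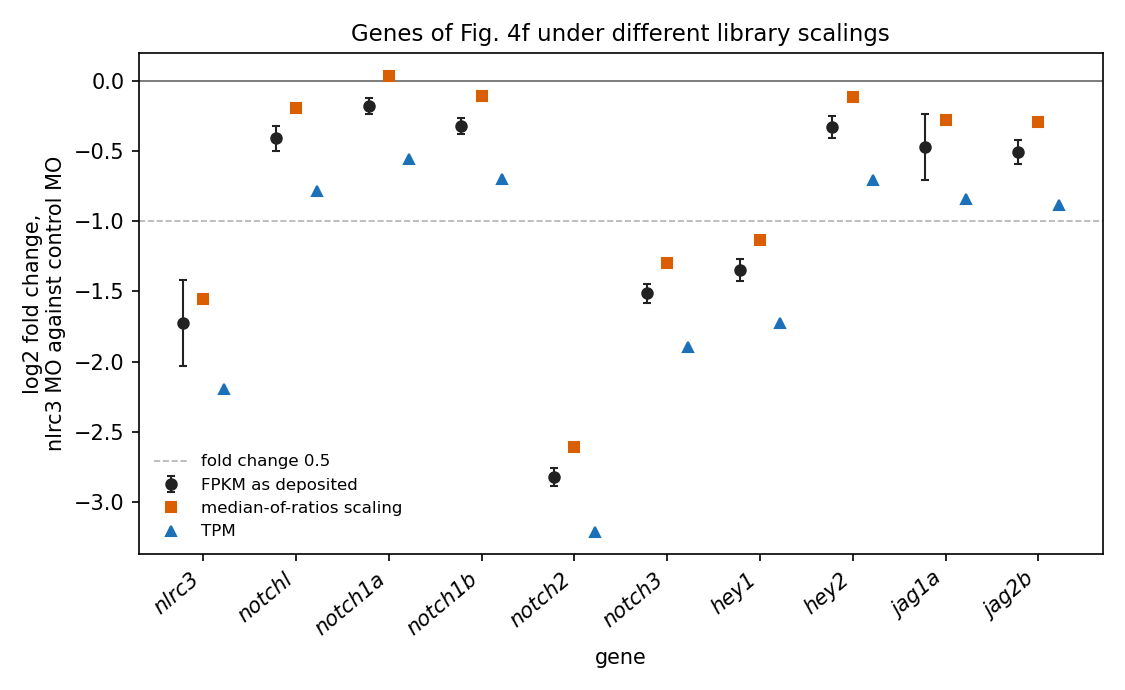
Log2 fold change of the 10 genes of Fig. 4f in nlrc3 MO against control MO samples, from FPKM as deposited (circles, with the standard error), after median-of-ratios scaling (squares) and as TPM (triangles). The dashed line marks a fold change of 0.5; nlrc3, notch2, notch3 and hey1 lie below it under each scaling, and notch1a moves from -0.18 to 0.037 under median-of-ratios scaling.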

Notch family genes were downregulated to varying degrees compared with the control groups, the *nlrc3* knockdown groups showed different degrees of downregulation of notch-related genes, especially *notch1a* and *hey1* specifically (Fig. 4f). This trend was consistent with that of hematopoietic-related genes in Gene set enrichment analysis (GSEA) profiles (Fig. 4g, h). These results strongly suggested that Notch signaling might be involved in *nlrc3*-mediated regulation of HSPC emergence.

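Sets of genes were compared with all other tested genes by camera, limma's competitive set test, with a preset correlation of 0.01 between genes. The 54 genes of the KEGG Notch signaling pathway were lower as a set (with a two-sided camera p of 0.000164), with a median log2 fold change of -0.64 and 46 genes below 0. Relative to the median of all tested genes, the median of the set was -0.42. A list of Notch components and targets written from general knowledge, with 56 tested genes, gave a camera p of 4.57e-05 and a median of -1.10. The KEGG set remained lower with the correlation estimated from the data (a camera p of 0.00959), under limma's fry (a p of 3.79e-09) and in a ranked enrichment test by fgsea (a permutation p of 0.000387, normalized enrichment score -1.76). The deposited table carries no KEGG set for the hematopoietic cell lineage, so the Fig. 4c genes without *nlrc3* were tested in its place. These 22 genes did not stand apart from the other genes (a camera p of 0.776), with 15 lower and 7 higher. Their median log2 fold change was -0.42, and fry, which compares the list with no change and not with the other genes, gave a p of 0.000476 in the same direction. Of 12 lists of marker genes, 11 of them reported in the closing section, 5 had a Benjamini-Hochberg adjusted camera p under 0.05, 4 of these among the reported lists. With the estimated correlation 2 lists passed and under fry 12. From the lower Notch family genes in the knockdown and the same trend of hematopoietic genes, the paper proposes that Notch signaling takes part in the *nlrc3*-mediated regulation of HSPC emergence.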

To further explore this hypothesis, confocal microscopy images of the double-transgenic line Tg (*tp1*: EGFP/*kdrl*:mCherry), which represented active Notch signaling, showed a reduced number of *tp1*^+^*kdrl*^+^ cells in the aortic floor at 30 hpf in *nlrc3*-deficient embryos, and this phenotype was rescued by *nlrc3* mRNA overexpression (Fig. 5a, b). Similar trends were observed in transgenic Tg (*tp1*:EGFP) embryos at 48 hpf (Supplementary Fig. 7a)^36^. Flow cytometry showed that the number of *tp1*^+^ cells was decreased when *nlrc3* was inhibited, and this was restored by *nlrc3* mRNA overexpression (Supplementary Fig. 7b, c). Furthermore, in the RNA sequencing data, *wnt16* showed a significant downregulation, which is considered a major regulator of Notch^37,38^. 

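In the sorted cells *wnt16* (ENSDARG00000094973) was at 0.950 ± 0.246 FPKM in control MO samples and 0.230 ± 0.0872 FPKM in nlrc3 MO samples (SD, n = 3 each). Its log2 fold change was -1.68 (standard error 0.32, adjusted p = 0.00252 from limma with Benjamini-Hochberg adjustment), and it stayed between -1.88 and -1.5 with each sample left out in turn. The groups did not overlap, and every scaling of the libraries left *wnt16* lower. At levels around 1 FPKM or less the pseudocount of 0.1 understates such a change.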

To further investigate the mechanism of *nlrc3* regulation of Notch, we synthesized the mRNA of *wnt16* for overexpression experiments. The results of WISH showed that the decreased expression of *runx1* at 28hpf due to the loss of *nlrc3* could be partially rescued by overexpression of *wnt16* (Supplementary Fig. 8a, b). The qPCR results also confirmed this phenotype (Supplementary Fig. 8c). On the other hand, as significant regulators of the Notch signaling pathway and hematopoiesis during this specific developmental stage, we have identified genes in the RNA sequencing data that exhibit notable differences, including *vegf* and *evi1*^35,39,40^. 

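Among the *vegf* genes *vegfaa* was at 5.11 ± 0.636 FPKM in control MO samples and 1.00 ± 0.225 FPKM in nlrc3 MO samples, and *vegfab* at 2.57 ± 0.719 and 0.310 ± 0.0866 FPKM (SD, n = 3 each). Their log2 fold changes were -2.25 (standard error 0.19, adjusted p = 3.06e-05) and -2.68 (standard error 0.28, adjusted p = 0.000109), from limma with Benjamini-Hochberg adjustment. The gene *evi1* is listed in the table under its current symbol *mecom*. It was at 24.5 ± 0.177 FPKM in control MO samples and 1.94 ± 0.378 FPKM in nlrc3 MO samples (SD, n = 3 each), a log2 fold change of -3.61 (standard error 0.13, adjusted p = 2.95e-07 from limma with Benjamini-Hochberg adjustment). For each of the 3 genes the difference was larger than the spread between replicates, and each kept its call under every alternative that tested it.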

In order to further explore the regulatory mechanisms of *nlrc3*, we synthesized their mRNA and performed overexpression experiments on *nlrc3* mutants. However, the qPCR results indicate that the overexpression of *vegfaa*, *vegfab*, and *evi1* cannot effectively rescue the downregulation of r*unx1* and *cmyb* caused by *nlrc3* knockout (Supplementary Fig. 9a–c). The results above demonstrate that within the hematopoietic regulatory network governed by *nlrc3*, many genes are perturbed, but it is the Notch signaling that serves as the downstream regulatory role of *nlrc3*.

**Fig. 5:**
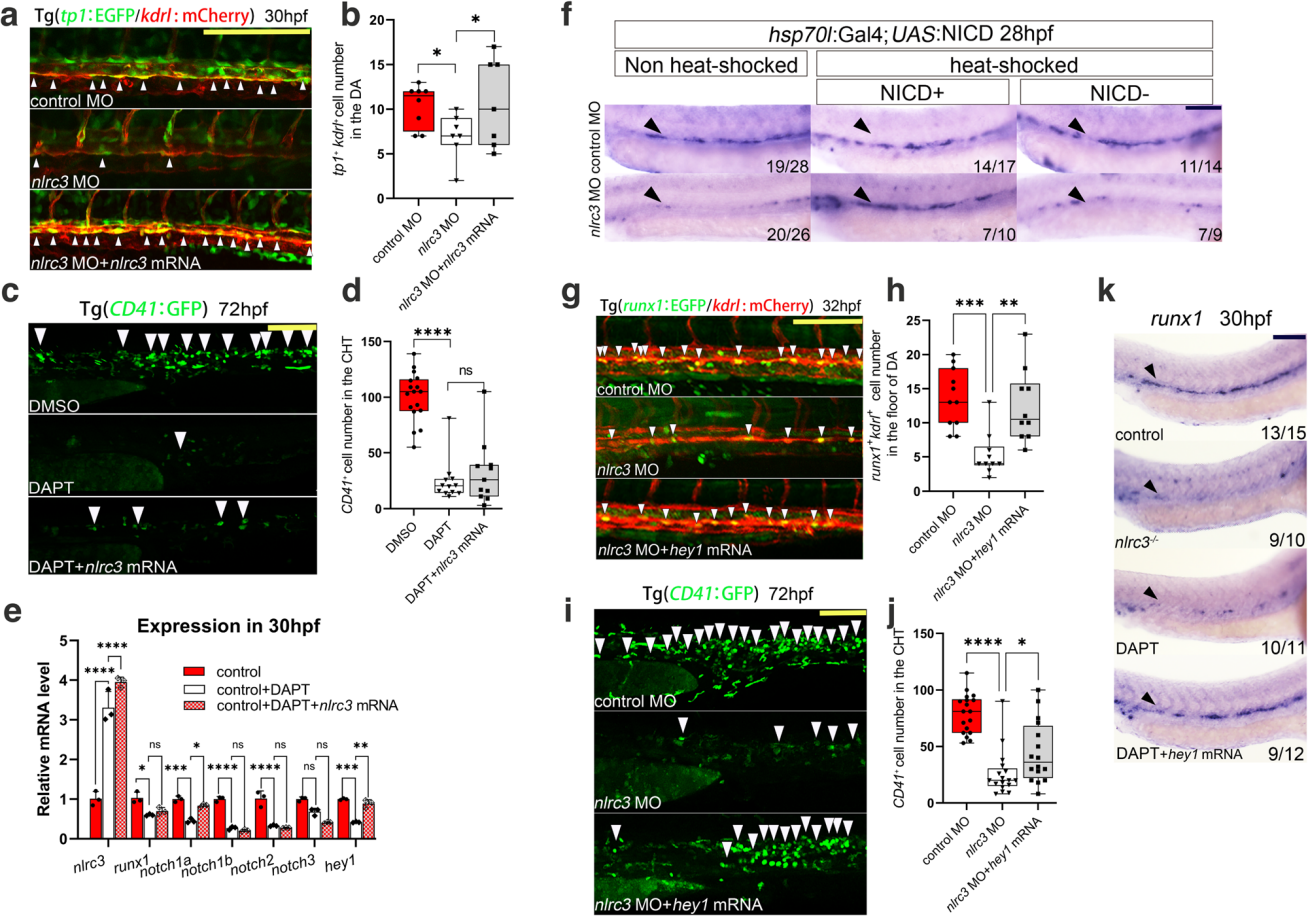
*Nlrc3* regulates HSPC production via activating Notch signaling. **a**, **b** Confocal imaging showing Tg (*tp1*:EGFP; *kdrl*:mCherry) embryos at 30 hpf in the floor of the DA (white arrowheads) in control embryos, *nlrc3* morphants, and *nlrc3* morphants with overexpression of *nlrc3* mRNA with quantification (**b**). *P = 0.0394, 0.0221, *n* = 8, 7, 7 embryos. **c**, **d** Confocal imaging showing the number of *CD41*^*+*^ cells at 72 hpf in the CHT (white arrowheads) of Tg (*CD41*:GFP) embryos in the control embryos, treatment group with Notch inhibitor DAPT, and treatment group with Notch inhibitor DAPT with overexpression of *nlrc3* mRNA with quantification (**d**). ns = 0.6905, ****P < 0.0001, *n* = 17, 12, 11 embryos. **e** Expression of *nlrc3*, *runx1*, and NOTCH family genes in the control embryos, treatment group with the Notch inhibitor DAPT, and treatment group with the Notch inhibitor DAPT with overexpression of *nlrc3* mRNA at 30 hpf by qPCR. ns > 0.9999, = 0.2217, 0.4466, *P = 0.0149, 0.0498, **P = 0.0047, 0.0049, ***P = 0.0004, 0.0002, ****P < 0.0001. **f** *hsp70*:Gal4; *UAS*:NICD-myc embryos injected with control MO and *nlrc3* MO, WISH for *runx1* was performed at 28 hpf. **g**, **h** Confocal imaging showing the number of *runx1*^+^*kdrl*^+^ cells in Tg (*runx1*:EGFP/*kdrl*:mCherry) embryos at 32 hpf in the AGM (white arrowheads) in control embryos, *nlrc3* morphants, and *nlrc3* morphants with overexpression of *hey1* mRNA with quantification (**h**). **P = 0.0021, ***P = 0.0003, *n* = 11, 10, 10 embryos. **i**, **j** Confocal imaging showing the number of hematopoietic cells in Tg (*CD41*:GFP) embryos at 72 hpf in the CHT (white arrowheads) in control embryos, *nlrc3* morphants, and *nlrc3* morphants with overexpression of *hey1* mRNA with quantification (**j**). *P = 0.0380, ****P < 0.0001, *n* = 18, 17, 16 embryos. **k** Expression of the HSPC marker *runx1* in control embryos, *nlrc3* mutants, treatment group with Notch inhibitor DAPT and treatment group with Notch inhibitor DAPT with overexpression of *hey1* mRNA at 30 hpf by WISH. Error bars, mean ± s.d., *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, the exact *p*-values mentioned above are listed from left to right, by using one-way ANOVA with –Sidak test in (**b**, **d**, **h**, **j**), two-way ANOVA with Tukey’s post hoc test in (**e**), *n* = 3 biological replicates in (**e**). For the box plots in (**b**, **d**, **h**, **j**), box limits extend from the 25th to 75th percentile, while the middle line represents the median. Whiskers extend to the largest value no further than 1.5 times the IQR from each box hinge. Scale bars, 100 μm in (**a**, **c**, **f**, **g**, **i**, **k**). Source data are provided as a Source Data file.

To provide additional evidence from another perspective, we used the notch-specific inhibitor DAPT (N-[N-(3,5-difluorophenacetyl)-lalanyl]-S-phenylglycine t-butyl ester) to block the Notch signaling pathway to explore the relationship between *nlrc3* and Notch signaling pathway. The WISH results showed that DAPT-treated embryos had decreased frequency of HSPC marker *runx1*, but the overexpression of *nlrc3* could not rescue these effects (Supplementary Fig. 8d). Similarly, overexpression of *nlrc3* could not rescue the levels of DAPT-treated *CD41*^+^ cells at 72 hpf (Fig. 5c, d). Intriguingly, qPCR results showed that Notch family genes were decreased after DAPT treatment, but overexpression of *nlrc3* mRNA barely rescued this drop, except for *notch1a* and *hey1* at 30 hpf (Fig. 5e), further indicating that *nlrc3* acts in the upstream of Notch signaling. To test our hypothesis by rescue Notch, the double transgenic line Tg (*hsp70*: GAL4/*UAS*: NICD), which contains the Notch intracellular domain (NICD), which can be triggered and enter the nucleus to play key biological roles during Notch activation, was used to ectopically activate Notch signaling by heat-shock induction after MO injection. In contrast to that of morphants, the overexpression of NICD effectively rescued the expression of *runx1*^+^, as shown by WISH (Fig. 5f). Furthermore, induction of NICD rescued the depletion of *cmyb* at 36 hpf and 48 hpf in *nlrc3* morphants (Supplementary Fig. 7d). Altogether, these data supported the hypothesis that *nlrc3* activated the Notch signaling during hematopoiesis in zebrafish.

### *Hey1* acts downstream of *nlrc3*-Notch signaling in HSPC emergence

To explore the mechanism by which *nlrc3* induces Notch activation, qPCR was performed to analyze the expression of Notch ligands and target genes in *nlrc3*-deficient embryos. Consistent with previous results and our RNA-seq analysis, the expression of *notch1a* decreased significantly and this decreasing trend could be rescued by overexpression of *nlrc3* (Supplementary Fig. 8e). Moreover, the expression of *hey1* was significantly downregulated compared with other target genes (Supplementary Fig. 8f, Fig. 4f), suggesting that *nlrc3* plays a regulatory role through *notch1a* and *hey1*.

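In the RNA-seq samples the related target *hey2* was at 11.5 ± 0.848 FPKM in control MO samples and 9.14 ± 0.545 FPKM in nlrc3 MO samples (SD, n = 3 each). Its log2 fold change was -0.33 (standard error 0.078, adjusted p = 0.00745 from limma with Benjamini-Hochberg adjustment), and after median-of-ratios scaling the adjusted p was 0.235. *hey1* fell further than *hey2* in these samples, and the difference between the genes was not tested. The most abundant members of the Notch list outside Fig. 4f were *her6* and *her9*. That list was written from general knowledge, and whether these 2 genes depend on Notch in the sorted cells was not tested. *her6* changed from 294 ± 1.76 to 65.8 ± 2.79 FPKM and *her9* from 117 ± 6.20 to 25.7 ± 0.450 FPKM (SD, n = 3 each), with log2 fold changes of -2.16 and -2.18.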

To prove whether *hey1* was downstream of *nlrc3* signaling, we synthesized *hey1* mRNA for rescue experiments. To explore the effects of *hey1* on the emergence and expansion stages of HSPCs, we used *nlrc3* MOs with *hey1* overexpression to determine the numbers of HSPCs at different time points, and we found that *hey1* could rescue the decreased numbers of *runx1*^+^*kdrl*^+^ positive HSPCs at 32 hpf (Fig. 5g, h) and *CD41*^+^ HSPCs in CHT at 72 hpf (Fig. 5i, j). To validate the relationship between *nlrc3* and *hey1* at the mRNA level, we injected *hey1* mRNA into *nlrc3* mutants to verify its effect on multiple markers by qPCR. The results showed that overexpression of *hey1* had no significant impact on the expression of *nlrc3* but rescued the expression of HSPC markers (*runx1*, *cmyb*) and *hey1*-related genes *edn1* and *plxnd1* (Supplementary Fig. 9h). Furthermore, WISH was performed after the morphant embryos were treated with the Notch signaling pathway inhibitor DAPT, and overexpression of *hey1* mRNA also rescued the decreased expression of *runx1* (Fig. 5k). To examine the ability of HSPC differentiation, we measured the expression of myeloid, erythroid and lymphoid lineages respectively through *Sudan Black*^41^, *gata1a*, and *rag1* at 96 hpf and found that *hey1* could rescue these lineages under conditions of Notch inhibitor (Supplementary Fig. 9d–f), indicating that the differentiation of HSPCs was repaired by this pathway. In summary, these findings suggest that *hey1* was downstream of *nlrc3* and that *nlrc3*-Notch-*hey1* axis triggers HSPC emergence and differentiation.

### *Nlrc3* is downstream of the NF-kB signaling pathway in HSPC emergence

Previous reports have revealed that the TLR4–MyD88–NF-kB signaling pathway is involved in regulating the production of HSPCs^1^, and correspondingly, *nlrc3* was reported to attenuate Toll-like receptor signaling via modifying NF-kB with adults^7^. Therefore, we continued to explore the connection between NF-kB and *nlrc3* during embryonic hematopoiesis.

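No KEGG set for NF-kB signaling is carried by the deposited table, so the 10 NF-kB-related genes of Fig. 6a other than *nlrc3* were tested as a set. They did not stand apart from the other tested genes in limma's camera test (a p of 0.634), with 4 genes above 0 and 6 below and a median log2 fold change of -0.17 that became 0.038 after median-of-ratios scaling. The test with an estimated correlation (a p of 0.645) and fgsea (a permutation p of 0.585) also stayed above 0.05. Under fry, which tests a shift of the genes in 1 direction against no change and not against the other genes, the p was 0.000102 and the direction lower.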

First, as previously described, RNA-seq analysis showed that the knockdown of *nlrc3* did not affect the expression of the NF-kB pathway in GSEA (Supplementary Fig. 9i). Specifically, after the knockdown of *nlrc3*, NF-kB-related gene interleukin 1 beta (*il1b*), *nfkbie* and *nfkbiz* were upregulated, *nfkbiab*, *nfkb2* and *nfkbib* were downregulated, *nfkbiaa*, *nfkb1*, *nfkbil1* and *p65* were not statistically difference compared with the control group (Fig. 6a). These results prompted us to examine whether *nlrc3* might be regulated by NF-kB. 

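All 11 genes of Fig. 6a were tested, 8 had an adjusted p under 0.05 over all tested genes and 8 when adjusted over the list alone, and 3 were called lower, among them *nlrc3*. *il1b* rose from 6.46 ± 0.241 to 10.1 ± 0.162 FPKM (log2 fold change 0.64, adjusted p = 8.71e-05), *nfkbie* from 6.90 ± 0.207 to 10.6 ± 0.391 FPKM (0.61, adjusted p = 0.000116) and *nfkbiz* from 2.12 ± 0.483 to 4.25 ± 0.325 FPKM (0.99, adjusted p = 0.00157), all SD with n = 3 and limma with Benjamini-Hochberg adjustment. *nfkbiab* fell from 22.6 ± 0.286 to 6.64 ± 0.301 FPKM (log2 fold change -1.76, adjusted p = 2.05e-07), *nfkb2* from 8.50 ± 0.221 to 6.01 ± 0.218 FPKM (-0.49, adjusted p = 0.000511) and *nfkbib* from 8.50 ± 0.560 to 3.10 ± 0.266 FPKM (-1.43, adjusted p = 1.16e-05), by the same test and adjustment in limma. Of these 6 genes *nfkbiab* and *nfkbib* passed the fold change limit, and *nfkbiz*, close to it, passed it after median-of-ratios scaling (1.2) but not as TPM (0.63). *nfkbiaa* was at 18.2 ± 1.72 FPKM in control MO samples and 14.5 ± 1.92 FPKM in nlrc3 MO samples (SD, n = 3 each), and its groups overlapped. Its adjusted p of 0.0287 from limma with Benjamini-Hochberg adjustment passed 0.05 under some alternatives only, and it was 0.375 after median-of-ratios scaling. *nfkb1* was at 3.37, 3.30 and 3.86 FPKM in the control MO samples and at 6.31, 3.64 and 3.43 FPKM in *nlrc3* MO samples 1 to 3, so that sample 1 sets its mean (log2 fold change 0.29, and 0.013 without that sample). For *nfkb1*, *nfkbil1* and *p65* (*rela*) the adjusted p-values were 0.301, 0.516 and 0.390 in limma with Benjamini-Hochberg adjustment. The direction of these 3 genes depends on the scaling of the libraries. As TPM *p65* passed the threshold as lower (log2 fold change -0.52, Benjamini-Hochberg adjusted p = 0.0118, limma).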

Second, to explore the relationship between *nlrc3* and NF-kB, IkBaa, the NF-kB inhibitory protein that normally binds to NF-kB and prevents the translocation of NF-kB to the nucleus, was knocked down by MO to increase the NF-kB activity. As shown by qPCR, expression of *runx1* and NF-kB-related gene *il1b* was not significantly increased after overexpression of NF-kB in *nlrc3*^−/−^ mutants compared to the control group (Fig. 6b). To verify this phenotype, we performed WISH and found that, compared to that in the control group, *runx1* was activated due to knockdown of IkBaa. It was not increased in *nlrc3* mutants even with the overexpression of NF-kB (Fig. 6c, d). Besides, JSH-23, a target inhibitor of the nuclear translocation of NF-kB^42^, was administered to embryos with *nlrc3* overexpression, and WISH analysis of *runx1* and *cmyb* was performed at 36 hpf and 48 hpf, respectively. Both inhibitors-treated embryos showed significant reduction of *runx1* or *cmyb* expression in the aortic floor, and *nlrc3* mRNA could rescue the phenotypes (Fig. 6e, f, Supplementary Fig. 9g). Similarly, to assess this trend during the expansion of HSPCs, these results were supported by the quantitation of *CD41*^+^ HSPCs at 72 hpf (Fig. 6g). Third, to further evaluate whether NF-kB induced *nlrc3* activation, qPCR analyses of embryos at 36 hpf showed that *il1b*, the NF-kB subunit *p65*, was reduced after JSH-23 treated, but the overexpression of *nlrc3* mRNA could not rescue this phenotype. Meanwhile, both expression levels of *nlrc3* and hematopoiesis marker were increased following the enforced expression of *nlrc3* (Fig. 6i). In summary, these data confirmed that *nlrc3* was downstream of NF–kB signaling pathway in transcription and that the NF-kB-*nlrc3*-Notch-*hey1* axis was both necessary and sufficient for HSPC emergence in zebrafish (Supplementary Fig. 9j).

**Fig. 6:**
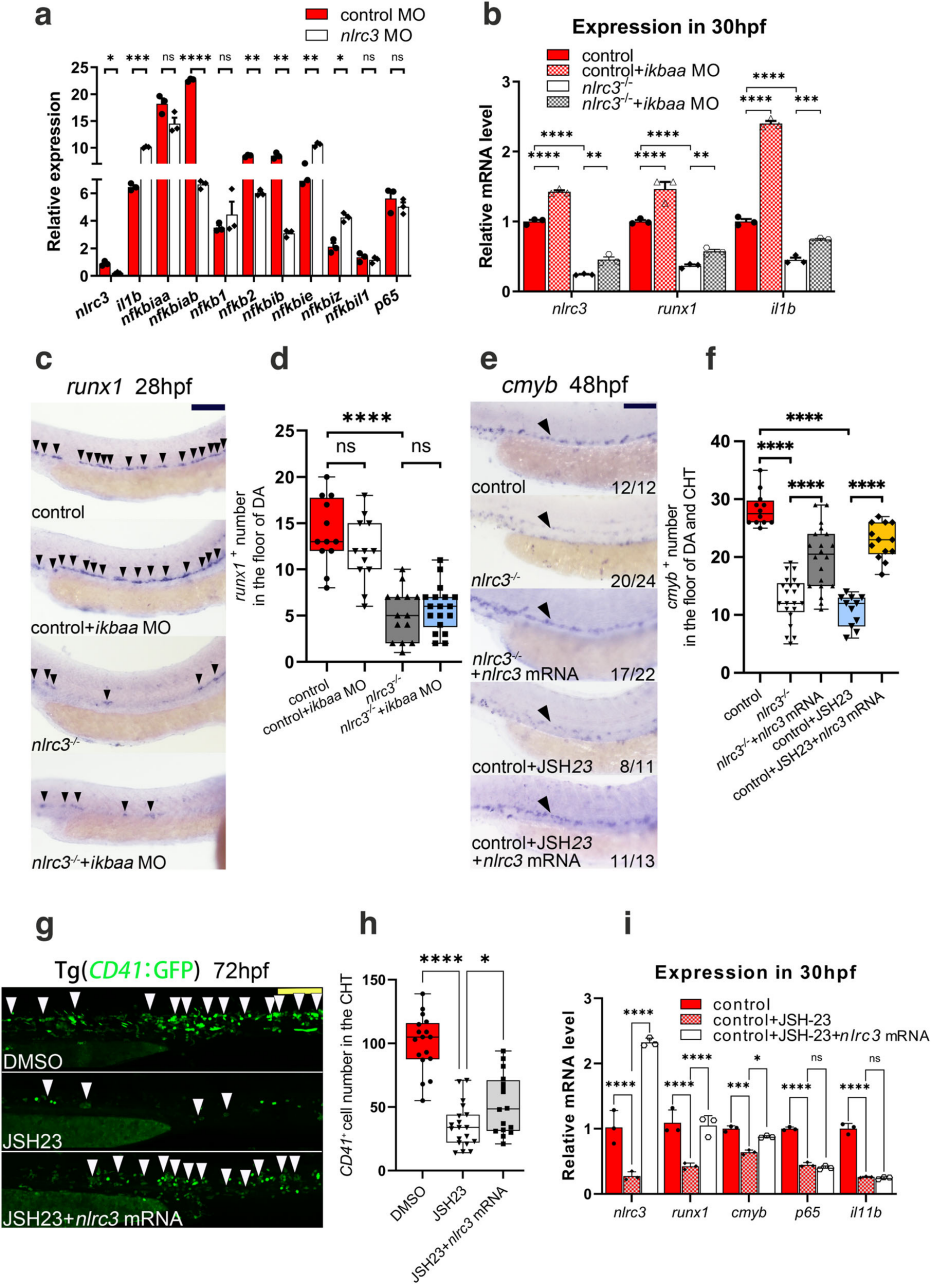
*Nlrc3* is downstream of the NF-kB signaling pathway for regulating HSPC emergence. **a** Expression of NF-kB genes in control embryos and *nlrc3* morphants at 26 hpf by RNA-seq. ns = 0.2176, 0.4498, 0.6039,0.1870, *P = 0.0224, 0.0311, **P = 0.0022, 0.0018, 0.0083, ***P = 0.0002, ****P < 0.0001. **b** Expression of *nlrc3*, *runx1*, and the NF-kB target gene *il1b* in control embryos, *nlrc3* mutants, *nlrc3* mutants with *ikbaa* Mo, and treatment group with *ikbaa* Mo at 30 hpf by qPCR. **P = 0.0041, 0.0053, ***P = 0.0001, ****P < 0.0001. **c**, **d** Expression of the HSPC marker *runx1* in control embryos, *ikbaa* morphants, *nlrc3* mutants, and *nlrc3* mutants with *ikbaa* morphants at 28 hpf by WISH (black arrowheads) with quantification (**d**) ns = 0.3163, 0.9187, ****P < 0.0001, *n* = 12, 12, 14, 18 embryos. **e**, **f** Expression of the HSPC marker *cmyb* in control embryos, *nlrc3* mutants, *nlrc3* mutants with overexpression of *nlrc3* mRNA, treatment group with NF-kB inhibitor JSH-23, and treatment group with NF-kB inhibitor JSH-23 and overexpression of *nlrc3* mRNA at 48 hpf by WISH (black arrowheads) with quantification (**f**) ****P < 0.0001, *n* = 12, 21, 20, 11, 13 embryos. **g**, **h** Confocal imaging showing the number of *CD41*^*+*^ cells at 72 hpf in the CHT (white arrowheads) of Tg (*CD41*:GFP) embryos in the control embryos, treatment group with NF-kB inhibitor JSH-23, and treatment group with NF-kB inhibitor JSH-23 and overexpression of *nlrc3* mRNA with quantification (**h**). *P = 0.0387, ****P < 0.0001, *n* = 17, 19, 16 embryos. **i** Expression of HSPC genes and NF-kB genes in control embryos, treatment group with NF-kB inhibitor JSH-23, and treatment group with NF-kB inhibitor JSH-23 with overexpression of *nlrc3* mRNA at 30 hpf by qPCR. ns = 0.8444, 0.9785, *P = 0.0179, ***P = 0.0005, ****P < 0.0001. Error bars, mean ± s.d., *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, the exact *p*-values mentioned above are listed from left to right, by using two-tailed, unpaired Student’s *t*-test in (**a**), one-way ANOVA with –Sidak test in (**d**, **f**, **h**), two-way ANOVA with Tukey’s post hoc test in (**b**, **i**), *n* = 3 biological replicates in (**a**, **b**, **i**). For the box plots in (**d**, **f**, **h**), box limits extend from the 25th to 75th percentile, while the middle line represents the median. Whiskers extend to the largest value no further than 1.5 times the IQR from each box hinge. Scale bars, 100 μm in (**c**, **e**, **g**). Source data are provided as a Source Data file.

### *Nlrc3* signaling is conserved in the regulation of vertebrate hematopoiesis

To further extend our findings in mammals, we utilized *Nlrc3* knockout mice to explore whether *Nlrc3* signaling was evolutionarily conserved in HSPCs emergence. We first verified the knockout efficiency at the Nucleic acid and protein levels (Supplementary Fig. 10a–c). Then we found *Nlrc3*^−/−^ embryos showed developmental delays and *Nlrc3*^−/−^ FLs are smaller than wild-type at 14.5 days (E14.5) (Supplementary Fig. 10d). Like the phenotype of our zebrafish model, we examined the AGM region of *Nlrc3*^−/−^ embryo to determine whether the production of HSPCs was changed (Fig. 7a). Hematogenic endothelial cells (CD31^+^ CD41^−^ CD45^−^ TER119^−^)^43^ from the embryonic AGM tissues at E10.5 were sorted and cultured in OP9 for 4 days (Fig. 7b), and then, flow cytometry was performed to assess the proliferative capacity of these HSPCs. c-Kit^+^CD45^+^ hematopoietic cells were notably decreased in these *Nlrc3*^−/−^ embryos (Fig. 7c, d). Correspondingly, to obtain more direct phenotypes, flow cytometry was also performed and showed that CD31^+^Sca-1^+^CD201^+^ hematopoietic stem cells were decreased in the AGM of *Nlrc3*^−/−^ embryos at E10.5 (Supplementary Fig. 10e–g).

**Fig. 7:**
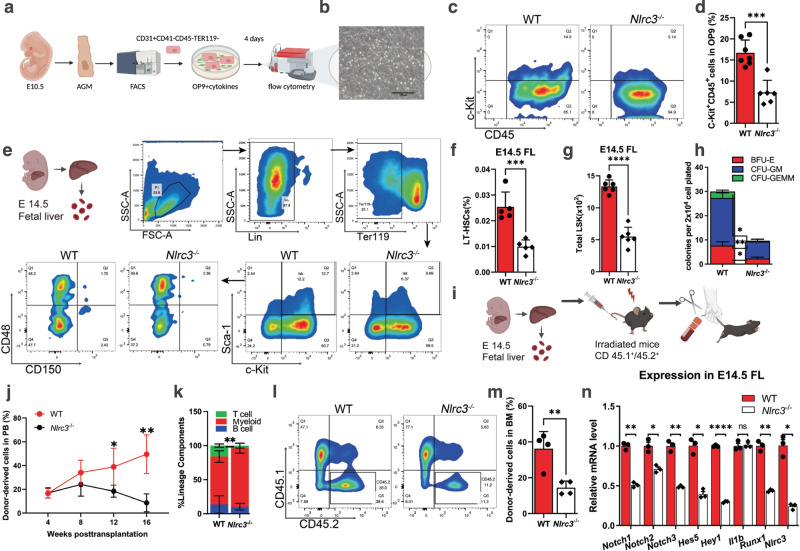
*Nlrc3* signaling is conserved in the regulation of vertebrate hematopoiesis. **a** Schematic representation of AGM-derived hematopoietic endothelial (HE) cells. **b** Representative view of the hematopoietic cells (round) generated from 500 HE cells after co-culture with OP9 stromal cells for 4 days. **c**, **d** Flow cytometry results showing that after 4 days of OP9 co-culture, the number of c-Kit^+^CD45^+^ cells in *Nlrc3* embryos decreased with quantification (**d**). ***P = 0.0001, *n* = 7, 6 embryos. **e** Schematic representation of fetal liver-derived cells performed in this study and flow cytometry results showing that the number of LT-HSC (Lin^−^ c-Kit^+^ Sca-1^+^ CD150^+^ CD48^−^) cells in *Nlrc3* embryos decreased. **f** Percentage of LT-HSCs in 14.5 embryonic fetal liver of control embryos and *Nlrc3* embryos. ***P = 0.0006, *n* = 5 embryos. **g** Quantification of LSK in 14.5 embryonic fetal liver of control embryos and *Nlrc3* embryos. ****P < 0.0001, *n* = 6 embryos. **h** CFU-C assay of fetal liver showing that the number of CFU-mix, CFU-granulocyte-macrophage (CFU-GM), and CFU-erythroid (CFU-E) was decreased upon knock-down of *Nlrc3*. *P = 0.0114, 0.0132, ***P = 0.0007, *n* = 3 biological replicates. **i** Schematic representation of bone marrow transplantation experiments performed in this study. **j** A total of 5 × 10^5^ fetal liver-derived cells sorted from WT or *Nlrc3*^−/−^ mice were transplanted with 5 × 10^5^ rescue cells into recipient mice. Peripheral blood (PB) analysis for the percentage of engrafted donor cells at the indicated number of weeks post-transplantation. *P = 0.0473, **P = 0.0038, *n* = 4 biological replicates. **k** At 16 weeks post-transplantation, the PB of recipient mice transplanted with control or *Nlrc3*^−/−^ was analyzed for the percentage of donor-derived B, T, and myeloid cells. **P = 0.0075, *n* = 3 biological replicates. **l** Flow cytometry results show the proportion of donor with control or *Nlrc3*^−/−^ in the BM of recipient mice at 16 weeks post-transplantation *n* = 5 biological replicates. **m** Quantification of the proportion of the donor-derived cell in BM. **P = 0.0055, *n* = 4 biological replicates. **n** Expression of *Nlrc3*, *Runx1*, *Il1b*, and Notch-related genes in WT, *Nlrc3*^−/−^ whole FL at E14.5 by qPCR. ns = 0.8168, *P = 0.0137, 0.0205, 0.0107, **P = 0.0078, 0.0039, 0.0063, ****P < 0.0001. Error bars, mean ± s.d., the exact *p*-values mentioned above are listed from left to right by using two-tailed, unpaired Student’s *t*-test in (**d**, **f**, **g**, **j**, **k**, **m**, **n**). Illustrations created with BioRender.com. Source data are provided as a Source Data file.

To verify the phenotype of HSPCs in FL (Fig. 7e), through flow analysis, we found that the proportion and absolute number of LT-HSC populations (Lin^−^ c-Kit^+^ Sca-1^+^ CD150^+^ CD48^−^) of FL cells from *Nlrc3*^−/−^ embryos were markedly decreased (Fig. 7f, g). To test the function of *Nlrc3*^−/−^ FL-derived hematopoietic stem cells in vitro, by performing a colony-forming unit-cell (CFU-C) assay, we found compromised colony formation abilities of these FL HSCs from *Nlrc3*^−/−^ embryos (Fig. 7h). To verify the functionality of *Nlrc3*^−/−^ embryonic HSCs in vivo, we performed BM transplantation experiments and observed a more than 3-fold reduction in the overall repopulation rate (Fig. 7i, j). We also observed a myeloid lineage bias compared to that in the control group (Fig. 7k). At 16 weeks post transplantation, the proportion of CD45.2 in the BM of recipient mice was reduced by more than 3 times compared to that of wild-type mice (Fig. 7l, m).

To verify the underlying mechanism of impaired HSC function in *Nlrc3*^−/−^ mice, we performed qPCR using mRNA from FL-derived LSK (Lin^−^ c-Kit^+^ Sca-1^+^) cells. The results showed that compared with the wild-type group, the Notch family-related genes were downregulated at the transcriptional level, and the expression of *Hey1* was also decreased. This downward trend was consistent with that of *Nlrc3* and the HSC marker *Runx1*, while no significant changes were found in the NF-kB family gene *Il1b* (Fig. 7n). Linking to the reported sequencing data during fetal EHT^28^, the expression of *Notch1a* and *Hey1* significantly decreased in HSCs compared to HE, while the expression of *Nlrc3* was increased (Supplementary Fig. 10h). The above results further demonstrated that the NF-kB-*Nlrc3*-Notch-*Hey1* axis orchestrated development of embryonic HSCs was highly conserved in vertebrates (Supplementary Fig. 10j).

## Discussion

Inflammatory signaling is generally believed to be active in response to cell emergencies such as infection. Since inflammatory factors have an essential role in supporting HSPC proliferation and differentiation into mature immune cells in adults under stress-induced hematopoiesis^44,45^, the roles of PRRs and their regulatory mechanisms in early embryonic hematopoiesis warrant more attention. In this study, we demonstrated that a member of the NLR family, *Nlrc3*, regulates HSPC emergence in vertebrates, which further highlights the roles of inflammasome signaling pathways in hematopoiesis and raises the question of whether their impacts are broader than previously thought. The current question is the role of *NLRC3* in adult blood cells, such as myeloid cells. In the latest reports, *Nlrc3* has been suggested to induce immune tolerance in monocytes and macrophages during polymicrobial sepsis^46^, In this context, the expression of *Nlrc3* in myeloid cells becomes a reference point for monitoring such infections. Combining our analysis of *NLRC3* expression in subpopulations of myeloid cells within the adult bone marrow, we observed enrichment in conjunction with inflammatory factors such as *CSF2R* and *INFGR* (Supplementary Fig. 10i)^47^. On one hand, this indicates that *Nlrc3* plays a crucial role from hematopoiesis to mature immune cells. On the other hand, it suggests that targeting *NLRC3* in specific cells might be a promising candidate therapy.

The contribution of Notch ligands, receptors, and target molecules to hematopoiesis has been extensively elucidated^13,14,48^. It is worth noting that this feature stems from the duality between arteriogenesis and hematopoiesis. Since arteries are thought to be the first niche for HSPCs, the differences in the association between arterial specification and definitive hematopoietic program underscore the intricacy of embryonic HSPCS development and the difficulty of recapitulating it in vitro. Our work not only clarifies the role of the crucial factors upstream of Notch but also expands our understanding of its downstream molecule *hey1*, which has been recognized as a typical Notch downstream gene enriched in the cardiovascular system. Our findings promoted a more complete understanding of Notch and its roles in the regulation of hematopoiesis.

Prior investigations have exhibited that *Wnt16* engages in reciprocal interactions with Notch-related ligands, facilitating the specialization of hematopoietic stem cells^37,49^. Within this study, we observe that silencing of *nlrc3* leads to a notable downregulation of *wnt16*, while the closely linked Notch ligands *deltaC* and *deltaD*, along with *notch3*, remain largely unaltered. This may potentially elucidate that the effects of *nlrc3* signaling on *wnt16* alteration persist until the EHT stage and beyond, encompassing later stages of hematopoietic development. 

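The ligand gene *deltaC*, listed as *dlc*, was at 30.4 ± 0.903 FPKM in control MO samples and 7.24 ± 0.436 FPKM in nlrc3 MO samples (SD, n = 3 each), a log2 fold change of -2.06 (standard error 0.061, adjusted p = 1.26e-07 from limma with Benjamini-Hochberg adjustment). *deltaD*, listed as *dld*, changed from 7.22 ± 0.580 to 3.83 ± 0.550 FPKM (SD, n = 3 each), a log2 fold change of -0.91 (standard error 0.12, adjusted p = 0.000468 from limma with Benjamini-Hochberg adjustment) that did not reach the fold change limit, though as TPM it did, at -1.29. *notch3* was at 15.2 ± 0.194 FPKM in the control MO samples and 5.25 ± 0.263 FPKM in the *nlrc3* MO samples (SD, n = 3 each), with a log2 fold change of -1.51 (standard error 0.065, adjusted p = 8.47e-07 from limma with Benjamini-Hochberg adjustment). In each of the 3 genes every *nlrc3* MO sample lay below every control MO sample. The paper's qPCR reports *deltaC* as not altered, and its in situ hybridization of *dlc* showed no notable abnormality.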

Curiously, the conventional belief is that *wnt16* modulation occurs prior to the emergence of HSPCs, yet it is intriguing that *wnt9a*^50^, another member of the Wnt family, which is conjectured to be related to the amplification of HSPCs, exhibits significant upregulation, albeit at a much later juncture around 32 hpf ^51^. This outcome extends a broader scope for the exploration of the interplay between *nlrc3* signaling and the Wnt family. What is more, the determination of arterial versus venous fate has been elucidated to hinge upon the Vegf–Notch pathway^52,53^. Interestingly, in the absence of *nlrc3* signaling, varying degrees of downregulation are detected within the Vegf family. Nevertheless, notable downregulation of Vegf receptors *flt4* and *flk1*/*kdrl* remains absent, and the overexpression of *vegfaa* and *vegfab* mRNA fails to effectively rescue the defects in HSPCs. These two adverse outcomes might imply that the *nlrc3* signal, acting as an upstream factor, influences Vegf even before the occurrence of HSPCs, whether it does directly participate in the initiation of HSPCs or not^54^. 

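Of the other *vegf* genes of Fig. 4c, *vegfc* was at 5.46 ± 0.165 FPKM in control MO samples and 3.88 ± 0.676 FPKM in nlrc3 MO samples (SD, n = 3 each), a log2 fold change of -0.49 (standard error 0.13, adjusted p = 0.0130 from limma with Benjamini-Hochberg adjustment) whose adjusted p became 0.0912 after median-of-ratios scaling. *vegfd* was at 0.840 ± 0.30 and 0.0733 ± 0.0404 FPKM (SD, n = 3 each), with a log2 fold change of -2.42 (standard error 0.37, adjusted p = 0.000874 from limma with Benjamini-Hochberg adjustment). *vegfba* and *vegfbb* were too low to be tested, with no sample above 0.63 FPKM, and both were listed at 0 in every *nlrc3* MO sample.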

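The receptor gene *flt4* was at 41.4 ± 0.630 FPKM in control MO samples and 42.1 ± 2.14 FPKM in nlrc3 MO samples (SD, n = 3 each). Its log2 fold change was 0.021 (standard error 0.045, adjusted p = 0.699 from limma with Benjamini-Hochberg adjustment). Its direction depends on the scaling, as it became -0.36 as TPM (adjusted p = 0.000222, limma, Benjamini-Hochberg) and 0.24 after median-of-ratios scaling (adjusted p = 0.00276, limma, Benjamini-Hochberg). *kdrl* was at 64.2 ± 1.17 FPKM in control MO samples and 49.1 ± 1.33 FPKM in nlrc3 MO samples (SD, n = 3 each), a log2 fold change of -0.39 (standard error 0.035, adjusted p = 4.47e-05 from limma with Benjamini-Hochberg adjustment). The fall of *kdrl* was larger than the spread between replicates, but it did not reach the fold change limit, and it was -0.17 after median-of-ratios scaling.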

After all, our understanding remains limited regarding the intricate mechanisms through which Vegf orchestrates the initiation of HSPCs.

The NF-kB family of transcription factors serve as regulators under stress conditions and are regarded as a regulator of the emergence of HSPCs that support hematopoietic homeostasis and regeneration^21^. Previous studies have revealed that *Nlrc3* acts as a negative regulator of NF-KB^6,55^, through NF-KB, Myeloid-specific *Nlrc3* deletion induced immunosuppression by improving macrophage glycolysis^46^. In this work, we established the mutual relationship between *nlrc3* and NF-kB in vivo, showing that compared with adults, they have different regulatory relationships in embryonic stages. Different from negatively regulating NF-kB upstream, we propose that *nlrc3* is regulated downstream of NF-kB. Consider the difference between embryonic and adult stages, understanding the evolutionary process of this role switch from embryos to adults requires in-depth research and tracking. Moreover, we delineated the network of the NF-kB pathway in the embryonic emergence of HSPCs, and we provided more perspectives deciphering the complete function of the NF-kB signaling pathway.

Overall, by summarizing the results of the physiological and developmental roles in vivo and in vitro, we demonstrated that the NF-kB-*Nlrc3*-Notch-*Hey1* axis plays a key role in vertebrate HSPC emergence and differentiation. Our findings suggested that functional deficiency in the *Nlrc3* mutant and morphant during HSPCs development under physiological conditions is of major importance since this investigation might be taken into consideration when recapitulation definitive hematopoiesis in vitro.

## Methods

The research complies with all relevant ethical regulations and was approved by the Laboratory Animal Center of Zhejiang University.

### The culture, differentiation, and sorting of embryonic stem cells (ESCs) in vitro

The data of mESCs hematopoietic differentiation and RNA-seq derived from the publications^30^. The hematopoietic differentiation of hESCs was performed using STEMdiff Hematopoietic Kit (STEMCELL Technologies; 05310) following the instructions. Fluorescence-activated cell sorting (FACS) was performed according to the following two schemes, first based on the differentiation time point including day3, day6, day9 and day 12. Second, cells were sorted by the following markers: CD309-Percp/cy5.5 CD31-APC CD34-PE, CD43-APC and CD45- FITC (all kits Biolegend). The total RNA of these FACS-sorted cells was extracted into RNA by using Trizol reagent (Life Technologies; 15596026), and 1 μg RNA was reverse-transcribed into complementary DNA (cDNA) using HiScript II Q RT SuperMix for qPCR (+gDNA wiper) according to the manufacturer’s instructions (Vazyme; R223-01).

### Zebrafish and mouse strains

All zebrafish strains were maintained in 28.5 °C system water in accordance with the relevant guidelines of the Laboratory Animal Center of Zhejiang University^17^. Male and female mice from 8 to 12 weeks old were used for all studies. The mice used included C57 wild-type CD45.2, *Nlrc3* knockout mice with CD45.2, and CD45.1 mice. All mice were cultured in a suitable temperature and humidity environment and fed with sufficient water and food (25 °C, suitable humidity (typically 50%), dark/light cycle for 12 h); the morning in which a vaginal plug was observed in the female was defined as embryonic day 0.5 (E0.5). All procedures of the animal experiments were reviewed and approved by the Institutional Animal Care and Use Committee of the Laboratory Animal Center, Zhejiang University (Reference No.: ZJU20230065).

### Injection of morpholino

Splice Modifying morpholinos (MOs) used in our study were ordered from Gene Tools. The MOs were diluted in diethyl pyrocarbonate-treated water at a concentration of 0.2 mM (Standard-MO) and 2 mM (*Nlrc3* MO) with phenol red solution, and 1 nl indicated MO was injected into one-cell stage embryos. The sequences of MOs used in this study are listed in Supplementary Table 1.

### Generation of zebrafish knockout lines using CRISPR/Cas9

In brief, a target site (GGTCTACTGTCGCCCACAGCTGG) in exon 1 of the *nlrc3* gene was chosen, and the guide RNA (gRNA) template was amplified from the pMD-gata5-gRNA scaffold vector. In vitro transcription was performed using 1 μg of template DNA and T7 RNA polymerase. Zebrafish codon-optimized Cas9 plasmid was linearized with *Xba*I, and Cas9-capped mRNA was transcribed using the T7 High Yield RNA Transcription Kit (Vazyme; TR101-01). The size and quality of the capped mRNA and gRNA were confirmed by electrophoresis through a 2% (w/v) agarose gel. Subsequently, 100 pg of gRNA and 400 pg of Cas9 mRNA (New England Biolabs; M0646T) for microinjection into one-cell stage embryos. The following primer pairs and the restriction enzyme *Bst*XI were used to assess the efficiency of genetic disruption: forward5’-ACTTTGGGTCGTCTTGCTTTTTA-3’, reverse5’-AACAAATAGGCGAGAACAGCACA-3’. F0 embryos with the highest editing efficiency were raised. Heterozygous F1 fish were identified using DNA sequencing of the offspring of F0 fish outcrosses. The mutant and wild-type animals were obtained from heterozygous crosses.

### Confocal microscopy

Transgenic embryos including Tg(*lcr*:EGFP), Tg(*gata1a*:DsRed), Tg(*mpx*:EGFP), Tg(*lyz*:DsRed), Tg(*mpeg*:EGFP), Tg(*lck*:EGFP), Tg(*fli1a*:EGFP), Tg(*tp1*:EGFP), Tg(*CD41*:GFP) and Tg(*runx1*:EGFP;*kdrl*:mCherry), Tg(*cmyb*:GFP;*kdrl*:mCherry) double-transgenic embryos were anesthetized and mounted on dishes with 0.8% low-melting agarose. Confocal images of the Z sections of the head, DA or CHT region were photographed by an FV1000 microscope (Olympus) to visualize HSPCs and lineages at each time point. The analysis of the images was carried out by Olympus confocal software Image J.

### Whole-mount in situ hybridization

Whole-mount in situ hybridization (WISH) was performed as described^56^ with slight modifications. Probes for *nlrc3*, *runx1*, *cmyb*, *gata1a*, *rag1*, *mpx*, *foxn1*, *kdrl*, *dlc*, *l-plastin*, and *mfap4* transcripts were generated using a DIG RNA Labeling Kit (Roche; 11175025910) from relevant linearized plasmids. Embryos were observed and photographed by a Nikon SMZ18 stereo microscope.

### Sudan black staining and *o*-dianisidine staining

Sudan Black staining was used to detect the granules of the granulocytes^57^. Fixed larvae were rinsed in PBT (phosphate-buffered saline, PBS with 0.1% Tween-20; Sigma-Aldrich) twice for 5 min and incubated in 1 mL Sudan Black (Sigma-Aldrich) for 20 min. To stop the staining process, the embryos were washed two times in 70% ethanol for 15 min and passage into 30% ethanol and imaged using a Nikon SMZ18 stereo microscope.

*o*-Dianisidine staining was used to check the hemoglobin; a brown color indicated the presence of hemoglobin in zebrafish embryos. Before staining, a stock solution of 100 mg o-dianisidine dissolved in 70 mL ethanol was prepared at 4 °C in the dark. For staining, live embryos were exposed to an o-dianisidine working solution consisting of 2 mL o-dianisidine stock solution, 0.1 m sodium acetate (pH 4.5), and 0.65% H2O2 in a small glass bottle for 3–5 min at room temperature. To stop the staining process, the embryos were washed two times in PBS and were imaged using a Nikon SMZ18 stereo microscope.

### Quantitative real-time PCR analysis

Total RNA was isolated from FACS-sorted cells or each time point dissected regions that included caudal hematopoietic tissue (CHT) or heads of zebrafish by using Trizol and 1 μg RNA was reverse-transcribed into complementary DNA (cDNA) using HiScript II Q RT SuperMix for qPCR (Vazyme; R222-01) according to the manufacturer’s protocol. Quantitative PCR (qPCR) was performed on a Bio-Rad CFX96 system using ChamQ Universal SYBR qPCR Master Mix (Vazyme; Q711-02/03) and samples were run in duplicate or triplicate with R3 biological replicate pools/condition. Each sample was performed in triplicate and all results were normalized to the expression of Actin. Data are represented as mean 6 standard deviations (SD), and significance was determined by two-tailed Student’s *t*-tests between control and experimental groups. The PCR primers used are listed in Supplementary Table 2.

### mRNA synthesis and injections

For messenger RNA (mRNA) synthesis, total RNA was extracted from zebrafish wild-type embryos and reverse transcribed into cDNA. Specific primers were utilized to amplify the opening reading frame of *nlrc3*, *hey1*, *wnt16*, *gata2b*, *vegfaa*, *vegfab*, *evil*. The PCR product was cloned into the pCS2+ plasmid and validated by bidirectional sequencing. The recombined pCS2+-*nlrc3*, *vegfaa*, *vegfab*, *wnt16*, *evil* plasmid was linearized by NotI and pCS2+- *hey1*, *gata2b*, plasmid was linearized by BamHI and purified by FastPure Gel DNA Extraction Mini Kit (Vazyme; DC301-01). All of these capped full-length zebrafish mRNAs were generated by using SP6 mMESSAGE mMACHINE mRNA transcription synthesis kit (Invitrogen; AM1344) and cleaned up using RNA clean Kit (TIANGEN; DP412) according to the manufacturer’s instructions. Then, 100 pg purified *nlrc3* and *hey1* mRNA was injected into one-cell stage embryos alone or in combination with specific MOs.

### TUNEL assay and staining

The TUNEL assay was performed using the fluorescein-based In Situ Cell Death Detection Kit (Roche; 12156792910) in accordance with the manufacturer’s instructions. Manually dechorionated Tg(*fli1a*:EGFP) transgenic embryos were fixed in 4% PFA at 4 °C overnight, washed three times with PBST and dehydrated in 100% methanol at −20 °C for more than 2 h. After gradual rehydration, embryos were washed with PBST three times, followed by proteinase K and acetone treatment. After washing 3 times with PBST, the permeabilized embryos were incubated in a mixture containing labeling solution and enzyme solution at a ratio of 9:1 at 4 °C overnight. Finally, the embryos were washed three times with PBST and then were captured by confocal microscopy. Note that anti-GFP (Invitrogen; A-11120) and Alexa Fluor 488-conjugated goat anti-mouse (Invitrogen; A-10680) antibodies were used as the primary and secondary antibodies, respectively.

### RNA-seq and bioinformatics analysis

RNA-seq analysis was performed by LC-Bio Technology Co., Ltd^4^. Total RNA was extracted from sorted EGFP^+^ cells in Tg(*fli1a*: EGFP) zebrafish embryos by using TRIzol Reagent following the manufacturer’s instructions. cDNA libraries were constructed by SuperScript™ II Reverse Transcriptase (Invitrogen; 18064014), and 150-bp single-end reads were generated on an Illumina HiSeq 6000 platform following the vendor’s recommended protocol. After removing the low-quality bases and undetermined bases by Cutadapt software (version: cutadapt-1.9), we used HISAT2 software (version: hisat2-2.0.4) to map reads to the genome (Ensembl Danio reio v96). The mapped reads of each sample were assembled using StringTie (version: stringtie-1.3.4d.) with default parameters. Then, all transcriptomes from all samples were merged to reconstruct a comprehensive transcriptome by using gffcompare software (version: gffcompare-0.9.8.). After the final transcriptome was generated, StringTie and ballgown were used to estimate the expression levels of all transcripts and perform expression level for mRNAs by calculating FPKM. The differentially expressed mRNAs were selected with fold change >2 or fold change <0.5 and *p*-value < 0.05 by R package edgeR (http://www.r-project.org/) or DESeq2, and then analysis GO enrichment and KEGG enrichment to the differentially expressed mRNAs.

### Chemical treatment

Zebrafish embryos were exposed to chemicals from the 10-somite stage to 24 hpf or 36 hpf. For evaluation of HSPCs development, exposure ranged until fixation and was subjected to WISH for *runx1*, *cmyb* and *rag1*. Siblings treated with 0.1% DMSO in Hotter buffer were taken as controls. Embryos with 100 µM DAPT (Calbiochem; 565770)^17^ or 300 mM JSH-23 (Selleck; S7351)^1^ were treated as treatment groups.

### Heat-shock treatment

For induction of *hsp70l*: Gal4-driven NICD overexpression, embryos were placed to 37 °C heat shock at 18 hpf for 50 min. The embryos were then kept at 28 °C until each time point when they were fixed and processed for WISH.

### Flow cytometry analysis and cell sorting

Cells derived from in vitro human ESC hematopoietic differentiation or tissue of mouse were harvested and suspended in PBS with 2% fetal bovine serum (FBS). Before antibody incubation, cells were blocked with an anti-CD16/32 antibody (eBioscience). Fluorescence-activated cell sorting (FACS) was based on the following markers: TER119- APC/Cyanine7, CD31-APC, CD45-FITC, CD41-PE/cy7, c-Kit-PE/cy5. Sca-1-APC, CD150-FITC, CD48-PE, CD201-FITC, CD45.1-AF-700 (all kits Biolegend). A different lineage cocktail (Lin) was used, including CD3, CD4, CD8, Gr1, B220, IgM and Ter119^58,59^. DAPI was included to omit dead cells. Cells were stained in PBS/2% FBS for 30 min at room temperature and sorted out using BD AriaII (BD Biosciences).

As for zebrafish, embryos were manually dechorionated with pronase, anesthetized in tricaine, dissociated with liberase, and triturated using a P1000 pipette. The resulting single-cell suspension was filtered with a 40-μm cell strainer and resuspended in PBS. Flow cytometric acquisitions or FACS were performed on BD Fortessa and BD AriaII (BD Biosciences), respectively. Graphs were prepared in FlowJo.

### Mouse embryo dissociation and FACS

E10.5 AGMs (36–40 somite pairs) or E14.5 fetal livers were isolated from 6- to 8-week-old pregnant female mice, the tissues were isolated under a dissecting microscope, and cell suspensions were prepared in PBS containing 2% FBS by repeatedly flushing through needles ranging from 18- to 27-gauge. The cells were then passed through a nylon mesh with a pore size of 70 μm, and red blood cells were lysed using RBC lysis buffer (eBioscience; 00-4333-57). After dissociated by collagenase from WT and *Nlrc3*^−/−^ embryos, at least 500 CD31^+^CD41^−^CD45^−^TER119^−^ cells from E10.5 AGMs were sorted by FACS and cultured on mouse OP9 stromal cells and supplemented with hematopoietic cytokines (50 ng/mL stem cell factor, 50 ng/mL IL3, 20 ng/mL FLT3 ligand). After being cultured for 4 days, semi-adherent cells were carefully harvested for flow cytometry. For staining LT-HSCs, the E14.5 fetal liver cells were first incubated with Fc-Block followed by biotin-conjugated lineage marker antibodies (PE/cy5-conjugated c-Kit, APC-conjugated Sca-1, FITC-conjugated CD150, PE-conjugated CD48). All antibodies were purchased from eBioscience or BioLegend. FACS data were analyzed using FlowJo software.

### In vitro methylcellulose colony-forming assays

Fetal liver suspensions were prepared in Iscove’s Modified Dulbecco’s Medium (IMDM) supplemented with 2% FBS, and red blood cells were lysed using an RBC lysis buffer. A total of 3 × 10^4^ FL cells were seeded in MethoCult M3434 (STEMCELL Technologies, 03434) containing recombinant mouse stem cell factor (SCF; 50 ng mL^−1^), recombinant mouse IL-3 (10 ng mL^−1^), recombinant human IL-6 (10 ng mL^−1^), and erythropoietin (U mL^−1^). All assays were performed in triplicate in a 35-mm culture dish incubated at 37 °C in humidified air containing 5% CO_2_ for 12 days. The colonies were counted based on standard morphological criteria. BFU-E (burst-forming unit-erythroid), CFU-GM (colony-forming unit-granulocyte/macrophage), and CFU-GEMM (colony-forming unit-granulocyte/erythroid/macrophage/megakaryocyte) were classified and enumerated based on morphological recognition.

### Transplantation experiments

Competitive reconstitution assays were performed as previously reported^6,7^. Eight-week-old CD45.1 mousse was lethally irradiated to a split dose of 9 Gy X-ray. Embryo equivalent cells from WT (CD45.2) or *Nlrc3*^−/−^ (CD45.2) fetal liver were mixed in a 1:1 and 1:4 ratio with 1 × 10^6^ CD45.1 bone marrow cells and injected into recipient mice into the tail vein. Then peripheral blood was collected from the tail and stained for CD45.1 and CD45.2 antibody at indicated time points. At 16 weeks after transplantation, bone marrow cells and peripheral blood were obtained and detected by flow cytometry.

For competitive transplantation, 8-week-old CD45.1^+^ mice were lethally irradiated to a split dose of 9 Gy X-ray. Nucleated donor cells (CD45.2^+^) obtained from E14.5 WT and *Nlrc3*^−/−^ fetal livers were mixed with freshly isolated bone marrow nucleated cells (CD45.1^+^) in a 1:1 and 1:4 ratio, and the mixture was injected into the caudal vein of CD45.1^+^ mice. Then peripheral blood was collected from the tail and stained for CD45.1-PE and CD45.2-APC antibody at indicated time points from the recipients 4, 8, and 12 weeks for flow cytometric analysis. At 16 weeks after transplantation, bone marrow cells and peripheral blood were obtained and detected by flow cytometry.

### Statistical analysis

All statistical analyses were generated using GraphPad Prism software (Prism 9). Values are shown as the mean ± standard deviation (SD). The sample size for each statistical analysis is provided in the figure legends. Where indicated, two-tailed, unpaired Student’s *t*-test was used for comparisons between two groups, whereas one-way ANOVA was used for more than two groups’ comparisons. The log-rank test was used to analyze the survival curves. *P < 0.05 was considered statistically significant, **P < 0.01, ***P < 0.001, ****P < 0.0001; n.s., not significant.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

### Source data

Source Data

## Data Availability

Source data is available for all main figures and supplementary figures in the associated source data file. The RNA-seq data generated in this study have been deposited in the Gene Expression Omnibus (GEO) under the accession number GSE248871. All the relevant data supporting this study are available from the corresponding author upon request. Source data are provided with this paper.

# Supplementary material for: Nlrc3 signaling is indispensable for hematopoietic stem cell emergence via Notch signaling in vertebrates
**Source:** Nat Commun. 2024 Jan 3;15:226. doi: 10.1038/s41467-023-44251-6
**Supplement:** Supplementary file 3 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | <div>1. Confocal images were photographed by a FV1000 microscope (Olympus, Japan).<br/>2. Whole-mount in situ hybridization images were photographed by a SMZ18 stereo microscope (Nikon, Japan).<br/>3. The real-time PCR experiment was performed on an Applied Biosystems ABI 7500 PCR system.<br/>4. Flow cytometry analysis was performed using Cytoflex LX (Beckman, Germany).<br/>5. West Blot images were taken by ImageQuant LAS 4000 system (GE, USA).<br/>6. Gel electrophoresis images were taken by Tanon 1600 system (Tanon, China).<br/>7. The cell in vitro images were taken by Eclipse Ni (Nikon, Japan).</div> |
| Data analysis   | <div>1. Statistical analysis were performed an data was graphed with Graphpad Prism 9.0.0.<br/>2. The confocal images of zebrafishes were processed using Olympus confocal software Image J Ver.2.3.1.<br/>3. The flow cytometry data were analyzed by Flowjo v10.<br/>4. The WISH images were processed using Nis-Elements Ar.</div>                                                                                                                                                                                                                                                                                             |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Source data are provided with this paper. Source data is available for all main and supplementary figures. RNA-seq data have been deposited at Genome Sequence Archive (GSA) under the accession number of PRJCA009166. (<https://ngdc.cncb.ac.cn/bioproject/browse/PRJCA009166>)

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |                                                                                                         |
|--------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------|
| Reporting on sex and gender                                        | There is no sex-and gender-based analyses in this study                                                 |
| Reporting on race, ethnicity, or other socially relevant groupings | There is no socially constructed or socially relevant categorization variable(s) used in our manuscript |
| Population characteristics                                         | See above                                                                                               |
| Recruitment                                                        | There is no participants were recruited in our manuscript                                               |
| Ethics oversight                                                   | See above                                                                                               |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                              |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample sizes were based on our previous experience and other publications. As PMID:37122014, PMID: 31649245, etc. Control and experimental sample size in every experiment were determined by statistical analysis from previous experiment. |
| Data exclusions | No data were excluded from the analyses.                                                                                                                                                                                                     |
| Replication     | All experiments were replicated at least 3 times. The sample sizes in each group are detailed in the figure legends or methods section.                                                                                                      |
| Randomization   | All samples were allocated to groups randomly.                                                                                                                                                                                               |
| Blinding        | For data collection and analysis, investigators were blinded to group allocation.                                                                                                                                                            |

## Behavioural & social sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                   |                                                                                                                                                                                                                                                                                                                                                |
|-------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Study description | Briefly describe the study type including whether data are quantitative, qualitative, or mixed-methods (e.g. qualitative cross-sectional, quantitative experimental, mixed-methods case study).                                                                                                                                                |
| Research sample   | State the research sample (e.g. Harvard university undergraduates, villagers in rural India) and provide relevant demographic information (e.g. age, sex) and indicate whether the sample is representative. Provide a rationale for the study sample chosen. For studies involving existing datasets, please describe the dataset and source. |
| Sampling strategy | Describe the sampling procedure (e.g. random, snowball, stratified, convenience). Describe the statistical methods that were used to                                                                                                                                                                                                           |

|                   |                                                                                                                                                                                                                                                                                                                                                                                             |
|-------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sampling strategy | <i>predetermine sample size OR if no sample-size calculation was performed, describe how sample sizes were chosen and provide a rationale for why these sample sizes are sufficient. For qualitative data, please indicate whether data saturation was considered, and what criteria were used to decide that no further sampling was needed.</i>                                           |
| Data collection   | <i>Provide details about the data collection procedure, including the instruments or devices used to record the data (e.g. pen and paper, computer, eye tracker, video or audio equipment) whether anyone was present besides the participant(s) and the researcher, and whether the researcher was blind to experimental condition and/or the study hypothesis during data collection.</i> |
| Timing            | <i>Indicate the start and stop dates of data collection. If there is a gap between collection periods, state the dates for each sample cohort.</i>                                                                                                                                                                                                                                          |
| Data exclusions   | <i>If no data were excluded from the analyses, state so OR if data were excluded, provide the exact number of exclusions and the rationale behind them, indicating whether exclusion criteria were pre-established.</i>                                                                                                                                                                     |
| Non-participation | <i>State how many participants dropped out/declined participation and the reason(s) given OR provide response rate OR state that no participants dropped out/declined participation.</i>                                                                                                                                                                                                    |
| Randomization     | <i>If participants were not allocated into experimental groups, state so OR describe how participants were allocated to groups, and if allocation was not random, describe how covariates were controlled.</i>                                                                                                                                                                              |

## Ecological, evolutionary & environmental sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                          |                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|--------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Study description        | <i>Briefly describe the study. For quantitative data include treatment factors and interactions, design structure (e.g. factorial, nested, hierarchical), nature and number of experimental units and replicates.</i>                                                                                                                                                                                                                                         |
| Research sample          | <i>Describe the research sample (e.g. a group of tagged <i>Passer domesticus</i>, all <i>Stenocereus thurberi</i> within Organ Pipe Cactus National Monument), and provide a rationale for the sample choice. When relevant, describe the organism taxa, source, sex, age range and any manipulations. State what population the sample is meant to represent when applicable. For studies involving existing datasets, describe the data and its source.</i> |
| Sampling strategy        | <i>Note the sampling procedure. Describe the statistical methods that were used to predetermine sample size OR if no sample-size calculation was performed, describe how sample sizes were chosen and provide a rationale for why these sample sizes are sufficient.</i>                                                                                                                                                                                      |
| Data collection          | <i>Describe the data collection procedure, including who recorded the data and how.</i>                                                                                                                                                                                                                                                                                                                                                                       |
| Timing and spatial scale | <i>Indicate the start and stop dates of data collection, noting the frequency and periodicity of sampling and providing a rationale for these choices. If there is a gap between collection periods, state the dates for each sample cohort. Specify the spatial scale from which the data are taken</i>                                                                                                                                                      |
| Data exclusions          | <i>If no data were excluded from the analyses, state so OR if data were excluded, describe the exclusions and the rationale behind them, indicating whether exclusion criteria were pre-established.</i>                                                                                                                                                                                                                                                      |
| Reproducibility          | <i>Describe the measures taken to verify the reproducibility of experimental findings. For each experiment, note whether any attempts to repeat the experiment failed OR state that all attempts to repeat the experiment were successful.</i>                                                                                                                                                                                                                |
| Randomization            | <i>Describe how samples/organisms/participants were allocated into groups. If allocation was not random, describe how covariates were controlled. If this is not relevant to your study, explain why.</i>                                                                                                                                                                                                                                                     |
| Blinding                 | <i>Describe the extent of blinding used during data acquisition and analysis. If blinding was not possible, describe why OR explain why blinding was not relevant to your study.</i>                                                                                                                                                                                                                                                                          |

Did the study involve field work? ☐ Yes ☐ No

## Field work, collection and transport

|                        |                                                                                                                                                                                                                                                                                                                                       |
|------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Field conditions       | <i>Describe the study conditions for field work, providing relevant parameters (e.g. temperature, rainfall).</i>                                                                                                                                                                                                                      |
| Location               | <i>State the location of the sampling or experiment, providing relevant parameters (e.g. latitude and longitude, elevation, water depth).</i>                                                                                                                                                                                         |
| Access & import/export | <i>Describe the efforts you have made to access habitats and to collect and import/export your samples in a responsible manner and in compliance with local, national and international laws, noting any permits that were obtained (give the name of the issuing authority, the date of issue, and any identifying information).</i> |
| Disturbance            | <i>Describe any disturbance caused by the study and how it was minimized.</i>                                                                                                                                                                                                                                                         |

# Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

### Antibodies used

TER119-APC/cy7 TER-119 FC mmab #560509, BD Biosciences 1:100 45 min  
 CD31-APC MEC 13.3 FC mmab #551262, BD Biosciences 1:100 45 min  
 CD45-FITC OX-1 FC mmab #554877, BD Biosciences 1:100 45 min  
 CD41-PE/cy7 HIP8 FC mmab #561424, BD Biosciences 1:100 45 min  
 c-Kit-PE/cy5 2B8 FC mmab #105810, biolegend 1:100 45 min  
 Sca-1-APC D7 FC mmab #108112, biolegend 1:100 45 min  
 CD45.1-AF-700 A20 mmab #110724, BD Biosciences 1:100 45 min  
 CD150-FITC TC15-12F12.2 mmab #115902, biolegend 1:100 45 min  
 CD48-PE HM48-1 mmab #103406, biolegend 1:100 45 min  
 CD201-APC RCR-16 mmab #141506, biolegend 1:100 45 min  
 $\beta$ -ACTIN WB mmab #D191047, Sangon Biotech 1:5000 1 h  
 Anti-NLRC3 WB mmab #D191047 #ab77817, abcam 1  $\mu$ g/ml 1h

### Validation

TER119- APC/Cyanine7: [https://www.bdbiosciences.com/zh-cn/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/apc-cy-7-rat-anti-mouse-ter-119-erythroid-cells.560509#antiBody\\_details](https://www.bdbiosciences.com/zh-cn/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/apc-cy-7-rat-anti-mouse-ter-119-erythroid-cells.560509#antiBody_details).  
 CD31-APC: <https://www.bdbiosciences.com/zh-cn/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/apc-rat-anti-mouse-cd31.551262>  
 CD45-FITC: <https://www.bdbiosciences.com/zh-cn/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/fitc-mouse-anti-rat-cd45.554877>  
 CD41-PE/cy7: <https://www.bdbiosciences.com/zh-cn/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/pe-cy-7-mouse-anti-human-cd41a.561424>  
 c-Kit-PE/cy5: <https://www.biolegend.com/en-us/products/pe-cyanine5-anti-mouse-cd117-c-kit-antibody-76?GroupID=BLG4276>  
 Sca-1-APC: <https://www.biolegend.com/en-us/products/apc-anti-mouse-ly-6a-e-sca-1-antibody-225?GroupID=BLG2524>  
 CD150-FITC  
 CD45.1-AF-700: <https://www.bdbiosciences.com/zh-cn/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/alexa-fluor-700-mouse-anti-mouse-cd45-1.561235>  
 CD150-FITC: <https://www.biolegend.com/en-us/products/purified-anti-mouse-cd150-slam-antibody-1368?GroupID=BLG4214>  
 CD48-PE: <https://www.biolegend.com/en-us/products/pe-anti-mouse-cd48-antibody-293?GroupID=BLG10433>  
 CD201-APC: <https://www.biolegend.com/en-us/products/apc-anti-mouse-cd201-epcr-antibody-7886?GroupID=BLG9381>  
 $\beta$ -ACTIN: <https://www.sangon.com/productDetail?productInfo.code=D191047>  
 Anti-NLRC3: <https://www.abcam.com/products/primary-antibodies/nlrc3-antibody-ab77817.html>

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

### Cell line source(s)

The cell lines used in the study are derived from well-established commercial products STEMdiff™ Hematopoietic Kit, 05310.

### Authentication

STEMdiff™ Hematopoietic Kit includes a serum-free basal medium and supplements for the feeder-free differentiation of human embryonic stem (ES) and induced pluripotent stem (iPS) cells into hematopoietic progenitor cells expressing CD34, CD45, and CD43.

### Mycoplasma contamination

All cell lines tested negative for mycoplasma contamination

### Commonly misidentified lines (See [ICLAC](#) register)

There is no commonly misidentified cell lines used in the study

## Palaeontology and Archaeology

### Specimen provenance

Provide provenance information for specimens and describe permits that were obtained for the work (including the name of the issuing authority, the date of issue, and any identifying information). Permits should encompass collection and, where applicable, export.

### Specimen deposition

Indicate where the specimens have been deposited to permit free access by other researchers.

### Dating methods

If new dates are provided, describe how they were obtained (e.g. collection, storage, sample pretreatment and measurement), where they were obtained (i.e. lab name), the calibration program and the protocol for quality assurance OR state that no new dates are provided.

☐ Tick this box to confirm that the raw and calibrated dates are available in the paper or in Supplementary Information.

### Ethics oversight

Identify the organization(s) that approved or provided guidance on the study protocol, OR state that no ethical approval or guidance was required and explain why not.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Animals and other research organisms

Policy information about [studies involving animals; ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

### Laboratory animals

Zebrafish transgenic embryos including AB, nlrc3 knockout fish with AB, Tg(lcr:EGFP), Tg(gata1a:DsRed), Tg(mpx:EGFP), Tg(lyz:DsRed), Tg(mpeg:EGFP), Tg(lck:EGFP), Tg(fli1a:EGFP), Tg(tp1:EGFP), Tg(CD41:GFP) and Tg(runx1:EGFP;kdr1:mCherry), Tg(cmyb:GFP;kdr1:mCherry). Adult zebrafish are all under 24 months of age. The mice used included C57 wild-type CD45.2 and CD45.1 mice were purchased from Jackson Laboratory, Nlrc3 knockout mice with CD45.2 were purchased from Shanghai Model Organisms, all of which were completed within 8 to 12 weeks months of age.

### Wild animals

The study did not involve wild animals.

### Reporting on sex

In order to study embryonic hematopoiesis, we will sacrifice the mother mouse at the appropriate time to retrieve the embryos. The number of female mice sacrificed in this study was about 30.

### Field-collected samples

The study did not involve samples collected from the field.

### Ethics oversight

the Institutional Animal Care and Use Committee of the Laboratory Animal Center, Zhejiang University, Reference No.ZJU20230065.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

### Clinical trial registration

Provide the trial registration number from ClinicalTrials.gov or an equivalent agency.

### Study protocol

Note where the full trial protocol can be accessed OR if not available, explain why.

### Data collection

Describe the settings and locales of data collection, noting the time periods of recruitment and data collection.

### Outcomes

Describe how you pre-defined primary and secondary outcome measures and how you assessed these measures.

## Dual use research of concern

Policy information about [dual use research of concern](#)

### Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

| No                       | Yes                                                 |
|--------------------------|-----------------------------------------------------|
| <input type="checkbox"/> | <input type="checkbox"/> Public health              |
| <input type="checkbox"/> | <input type="checkbox"/> National security          |
| <input type="checkbox"/> | <input type="checkbox"/> Crops and/or livestock     |
| <input type="checkbox"/> | <input type="checkbox"/> Ecosystems                 |
| <input type="checkbox"/> | <input type="checkbox"/> Any other significant area |

## Experiments of concern

Does the work involve any of these experiments of concern:

| No                       | Yes                                                                                                  |
|--------------------------|------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/> | <input type="checkbox"/> Demonstrate how to render a vaccine ineffective                             |
| <input type="checkbox"/> | <input type="checkbox"/> Confer resistance to therapeutically useful antibiotics or antiviral agents |
| <input type="checkbox"/> | <input type="checkbox"/> Enhance the virulence of a pathogen or render a nonpathogen virulent        |
| <input type="checkbox"/> | <input type="checkbox"/> Increase transmissibility of a pathogen                                     |
| <input type="checkbox"/> | <input type="checkbox"/> Alter the host range of a pathogen                                          |
| <input type="checkbox"/> | <input type="checkbox"/> Enable evasion of diagnostic/detection modalities                           |
| <input type="checkbox"/> | <input type="checkbox"/> Enable the weaponization of a biological agent or toxin                     |
| <input type="checkbox"/> | <input type="checkbox"/> Any other potentially harmful combination of experiments and agents         |

## Plants

|                       |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Seed stocks           | Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.                                                                                                                                                                                                                                                                                          |
| Novel plant genotypes | Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied. |
| Authentication        | Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.                                                                                                                                                                                                                                       |

## ChIP-seq

### Data deposition

- ☐ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☐ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

|                                                                    |                                                                                                                                                                                                             |
|--------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data access links<br><i>May remain private before publication.</i> | For "Initial submission" or "Revised version" documents, provide reviewer access links. For your "Final submission" document, provide a link to the deposited data.                                         |
| Files in database submission                                       | Provide a list of all files available in the database submission.                                                                                                                                           |
| Genome browser session<br>(e.g. <a href="#">UCSC</a> )             | Provide a link to an anonymized genome browser session for "Initial submission" and "Revised version" documents only, to enable peer review. Write "no longer applicable" for "Final submission" documents. |

### Methodology

|                         |                                                                                                                                                                             |
|-------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Replicates              | Describe the experimental replicates, specifying number, type and replicate agreement.                                                                                      |
| Sequencing depth        | Describe the sequencing depth for each experiment, providing the total number of reads, uniquely mapped reads, length of reads and whether they were paired- or single-end. |
| Antibodies              | Describe the antibodies used for the ChIP-seq experiments; as applicable, provide supplier name, catalog number, clone name, and lot number.                                |
| Peak calling parameters | Specify the command line program and parameters used for read mapping and peak calling, including the ChIP, control and index files used.                                   |

Data quality

*Describe the methods used to ensure data quality in full detail, including how many peaks are at FDR 5% and above 5-fold enrichment.*

Software

*Describe the software used to collect and analyze the ChIP-seq data. For custom code that has been deposited into a community repository, provide accession details.*

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

Cell pretreatment: mouse tissues of a specific period were extracted, digested with 0.1% collagenase at 37 degrees Celsius for 20-30 min, and then IMDM solution containing 10% FBS was added to terminate the reaction, 4 °C, 310g, centrifuged for 6 min and resuspended with 2% FBS/PBs solution to obtain single-cell suspension for backup;  
 Single cell suspension was added to 1 ml of red blood cell lysate at room temperature treatment - 5min, 4 °C, 310g, centrifuged for 6min and washed with 2% FBS/PBS solution 1 time, 4 °C, 310g, centrifugation for 6min;  
 After centrifugation, add an appropriate amount of 2% FBS/PBS solution to the cell pellet and resuspend the cells, add an appropriate amount of antibody according to the antibody instructions, set the blank control group and antibody monostain control group, and incubate at 4 °C for 30min:  
 The cell suspension completed by antibody staining was 4 °C, 310g, centrifuged for 6 min and resuspended with an appropriate amount of 2% FBS/PBS solution;  
 The cell suspension was filtered through a 300 mesh filter and then analyzed or sorted by machine.

Instrument

Beckman moflo Astrios EQ was used to sort. BD Fortessa was used to cell analysis.

Software

FlowJo v10 and CytExpert 2.3.1.22 were used to data analysis.

Cell population abundance

*Describe the abundance of the relevant cell populations within post-sort fractions, providing details on the purity of the samples and how it was determined.*

Gating strategy

Gating strategies are described in detail in the Figure 7D.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

## Magnetic resonance imaging

### Experimental design

Design type

*Indicate task or resting state; event-related or block design.*

Design specifications

*Specify the number of blocks, trials or experimental units per session and/or subject, and specify the length of each trial or block (if trials are blocked) and interval between trials.*

Behavioral performance measures

*State number and/or type of variables recorded (e.g. correct button press, response time) and what statistics were used to establish that the subjects were performing the task as expected (e.g. mean, range, and/or standard deviation across subjects).*

### Acquisition

Imaging type(s)

*Specify: functional, structural, diffusion, perfusion.*

Field strength

*Specify in Tesla*

Sequence &amp; imaging parameters

*Specify the pulse sequence type (gradient echo, spin echo, etc.), imaging type (EPI, spiral, etc.), field of view, matrix size, slice thickness, orientation and TE/TR/flip angle.*

Area of acquisition

*State whether a whole brain scan was used OR define the area of acquisition, describing how the region was determined.*

Diffusion MRI

☐ Used☐ Not used

## Preprocessing

|                            |                                                                                                                                                                                                                                         |
|----------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Preprocessing software     | Provide detail on software version and revision number and on specific parameters (model/functions, brain extraction, segmentation, smoothing kernel size, etc.).                                                                       |
| Normalization              | If data were normalized/standardized, describe the approach(es): specify linear or non-linear and define image types used for transformation OR indicate that data were not normalized and explain rationale for lack of normalization. |
| Normalization template     | Describe the template used for normalization/transformation, specifying subject space or group standardized space (e.g. original Talairach, MNI305, ICBM152) OR indicate that the data were not normalized.                             |
| Noise and artifact removal | Describe your procedure(s) for artifact and structured noise removal, specifying motion parameters, tissue signals and physiological signals (heart rate, respiration).                                                                 |
| Volume censoring           | Define your software and/or method and criteria for volume censoring, and state the extent of such censoring.                                                                                                                           |

## Statistical modeling & inference

|                                           |                                                                                                                                                                                                                  |
|-------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Model type and settings                   | Specify type (mass univariate, multivariate, RSA, predictive, etc.) and describe essential details of the model at the first and second levels (e.g. fixed, random or mixed effects; drift or auto-correlation). |
| Effect(s) tested                          | Define precise effect in terms of the task or stimulus conditions instead of psychological concepts and indicate whether ANOVA or factorial designs were used.                                                   |
| Specify type of analysis:                 | <input type="checkbox"/> Whole brain <input type="checkbox"/> ROI-based <input type="checkbox"/> Both                                                                                                            |
| Statistic type for inference              | Specify voxel-wise or cluster-wise and report all relevant parameters for cluster-wise methods.                                                                                                                  |
| (See <a href="#">Eklund et al. 2016</a> ) |                                                                                                                                                                                                                  |
| Correction                                | Describe the type of correction and how it is obtained for multiple comparisons (e.g. FWE, FDR, permutation or Monte Carlo).                                                                                     |

## Models & analysis

|                                               |                                                                                                                                                                                                                           |
|-----------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                           | Involved in the study                                                                                                                                                                                                     |
| <input type="checkbox"/>                      | <input type="checkbox"/> Functional and/or effective connectivity                                                                                                                                                         |
| <input type="checkbox"/>                      | <input type="checkbox"/> Graph analysis                                                                                                                                                                                   |
| <input type="checkbox"/>                      | <input type="checkbox"/> Multivariate modeling or predictive analysis                                                                                                                                                     |
| Functional and/or effective connectivity      | Report the measures of dependence used and the model details (e.g. Pearson correlation, partial correlation, mutual information).                                                                                         |
| Graph analysis                                | Report the dependent variable and connectivity measure, specifying weighted graph or binarized graph, subject- or group-level, and the global and/or node summaries used (e.g. clustering coefficient, efficiency, etc.). |
| Multivariate modeling and predictive analysis | Specify independent variables, features extraction and dimension reduction, model, training and evaluation metrics.                                                                                                       |

How the deposited data were processed for this re-analysis (not part of the article)

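RNA sequencing was carried out by the authors on EGFP+ cells sorted from Tg (*fli1a*: EGFP) zebrafish embryos, 3 samples from embryos injected with a control morpholino (control MO) and 3 from embryos injected with an *nlrc3* morpholino (*nlrc3* MO). The text of the paper and the sample labels place the samples at 28 hpf, and its figures at 26 hpf. Samples were grouped by the morpholino given in the labels. Each of the 6 samples has a column of its own, and none was pooled.

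According to the methods, the authors trimmed reads with Cutadapt, aligned them with HISAT2 to the Ensembl zebrafish genome, assembled transcripts with StringTie, merged them with gffcompare and computed FPKM with StringTie and ballgown. The authors deposited FPKM rounded to 2 decimals for 32057 genes, with Gene Ontology and KEGG assignments. They tested differential expression with edgeR or DESeq2, without saying which of these was used for the deposited values, and applied fold changes above 2 or below 0.5. The deposited table also holds the authors' fold change as a ratio, its log2 value and the authors' p-value and q-value, all rounded, which were read only to set them beside the values computed here.

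The genes were named by the symbols of the table. The table has 1 gene without an identifier, *spi2*, which was kept by its symbol. Of the identifiers, 28987 were matched to a separate list of zebrafish gene names. The table gives no positions, so no coordinates are reported, and no genome sequence was used here. GC content and gene length were therefore not examined.

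From the deposited FPKM, log2(FPKM + 0.1) was computed with no further scaling. Genes with at least 0.5 FPKM in at least 3 of the 6 samples were tested (15155 genes) with limma 3.58.1 in R 4.3.3, using lmFit and eBayes with a trend on the mean and a prior of 3.36 degrees of freedom. P-values were adjusted by the Benjamini-Hochberg method. A gene was called at an adjusted p under 0.05 and a fold change above 2 or below 0.5, on the log2(FPKM + 0.1) scale. Two-sided exact permutation tests of 3 samples against 3 cannot fall below p = 0.1. Pathways and Gene Ontology terms were tested by one-sided Fisher's exact tests among tested genes that carry any assignment, for sets of at least 5 tested genes. Gene sets were tested with camera at a preset correlation of 0.01, with the estimated correlation, fry and fgsea 1.28.0 as alternatives. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

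The genes named in the text are those of Fig. 4c, Fig. 4f and Fig. 6a, those the paper names with the RNA-seq result, and in each direction the 5 called genes with the largest fold change among those whose higher group has a mean of at least 5 FPKM and whose groups do not overlap. Of other lists the most abundant members are named. The lists for Notch components, interferon-stimulated genes, the p53 response, endothelium, artery and vein were fixed before the data were examined. So were those for hematopoietic stem and progenitor cells, erythroid cells, myeloid cells, neural crest, muscle, neural cells and epidermis. The named-gene rule and the alternatives, all but the principal component analysis with libraries as variables, were also fixed before the data were examined. The lists for brain regionalization, tailbud and heart were written later, after the pattern they test had been seen.

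The fit and the set test were tried on simulated FPKM made from the real genes. The noise was drawn independently for each gene, genes at low levels were not among those changed, and no shift between libraries was added. The simulation therefore does not test correlation between genes, the scaling of the libraries or the recovery of changes in low genes. With 200 genes changed by known amounts, 193 were recovered (96.5%), and 7 of the 14955 unchanged genes were called. With no change, 0 of 15155 genes were called. Of 200 random gene sets, 10 had a camera p under 0.05.

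Read depth is unknown, because FPKM carry no read totals and the low values showed no steps of whole reads. The most common ratio between the low values of a pair of samples covered 5.63% of 2573 genes. The precision given is therefore that of the spread between 3 replicates. A value of 0 can be a failed estimate, and 3 genes were listed at 0 in 1 sample and at 5 FPKM or more in the other 2 of its group, so genes at 0 are described only as listed at 0. The sums of FPKM differ between the groups, from 525227.5 to 681984 in the median, and the log2 fold changes depend on whether this is rescaled.

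The alternatives were pseudocounts of 1 and 0.01, no filter or a filter at 1 FPKM, TPM or median-of-ratios scaling, a block on the replicate number, eBayes without the trend, leaving out each sample in turn, other call limits, other forms of the principal component analysis, other set tests and another background for the pathways. The Notch pathway is the only KEGG set of the paper's enrichment plots that the table carries, so the genes of Fig. 4c and Fig. 6a took the place of the hematopoietic lineage and NF-kB sets.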

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

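All tests in this part were chosen only after the results they bear on were seen, except those of the marker gene lists and of the share of other cells in the sort.

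Globin genes took 15.6% ± 0.0364 of all FPKM in the control MO samples and 34.6% ± 0.122 in the *nlrc3* MO samples (SD, n = 3 each), a difference between the groups in genes that the paper does not discuss for these samples. The most abundant, *hbae3*, rose from 16190.4 ± 118 to 50035 ± 927 FPKM. The erythroid list had a median log2 fold change of 1.26, with 11 of 12 tested genes higher (limma's camera, Benjamini-Hochberg adjusted p = 3.44e-09). The myeloid list had a median of 1.52, with all 13 tested genes higher (limma's camera, adjusted p = 9.63e-09), among them *lyz* (386 ± 5.71 to 796 ± 5.92 FPKM) and *mpx* (28.8 ± 0.751 to 67.6 ± 3.37 FPKM). At least 5 FPKM in the control MO samples were reached by 12 of the 12 erythroid and 8 of the 13 myeloid genes, so the sorted cells of both groups contained these transcripts.

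Rescaling the libraries does not remove the pattern, since the erythroid median stayed at 0.88 as TPM, the lower of both rescalings, and the myeloid median at 1.14. A lower share of endothelial cells would raise the genes of every other cell type alike, but the neural list fell (median -0.81, 11 of 13 genes lower, camera in limma, adjusted p = 0.0507) and the neural crest list fell far more. A larger share of blood cells among the sorted cells is a candidate explanation, because the 8 erythroid genes other than globins rose too, with a median of 1.12 and 7 of them higher, beside 1.52 for the 4 tested globin genes. The erythroid rise came with a fall of most endothelial genes (median -0.36, 16 of 20 lower), which is also what a different share of other cells in the sort would give, though whether the endothelial list passed the threshold depended on the setting. Its adjusted p was 0.142 by camera in limma, 0.0137 as TPM, 0.0289 in fgsea and 4.84e-05 in fry, but 0.518 under median-of-ratios scaling and 0.456 with the estimated correlation. The design does not separate a larger share of blood cells from higher expression within the same cells after the knockdown of *nlrc3*, which remains open and untested. Only the real split, 1 of the 10 splits of the 6 samples, gave an erythroid camera p as small, and the next smallest was 0.000209, but 10 splits cannot give a share under 0.05.

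The neural crest list had a median log2 fold change of -5.25, with 14 of 16 genes lower (limma's camera, adjusted p = 0.000332). Here *twist1a* changed from 233 ± 2.15 to 2.75 ± 0.716 FPKM, *dlx2a* from 103 ± 2.17 to 0.607 ± 0.402 FPKM and *tfap2a* from 76.3 ± 1.36 to 1.54 ± 0.163 FPKM (SD, n = 3 each). Of the 16 genes, 10 reached 5 FPKM in the control MO samples. With the correlation estimated from the data, the adjusted p of this list was 0.0538. Hox genes changed along their paralog groups. The 13 tested genes of groups 1 to 4 had a median of -1.75 with 12 lower, the 11 of groups 5 to 8 a median of -0.19 that became 0.014 under median-of-ratios scaling, and the 20 of groups 9 to 13 a median of 0.91 with 19 higher. Over the 44 genes, Spearman's rho between paralog group and log2 fold change was 0.799 (permutation p = 0.0001, the smallest that 10000 permutations can give), across genes that are not independent replicates.

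Rescaling does not remove this pattern either, as the neural crest median was -5.06 under median-of-ratios scaling and the median of Hox groups 9 to 13 was 0.60 as TPM. A loss of neural crest cells alone would leave the remaining cell types to rise alike, but posterior Hox genes rose (median 0.91) while the endothelial list did not. Sorted cells of the *nlrc3* MO samples that came from a more posterior part of the embryo are a candidate explanation. It was tested with lists for the brain and the tailbud, written before their values were looked at. The median of 15 brain regionalization genes was -1.80, with 14 lower, and that of 10 tailbud genes was 0.73, with 8 higher. The difference of means was -2.41 (permutation test of 100000 resamples, p = 4e-05). Only 4 of these brain genes and 5 of these tailbud genes passed the expression filter, so the permutation test rests mostly on genes near the floor. Those that passed had a p of 0.0509 and 0.0299 from limma's camera, and of 0.119 and 0.0911 with the estimated correlation. All these genes are low, with at most 3.4 FPKM for *emx3* in the control MO samples and 2.34 FPKM for *cdx4* in the *nlrc3* MO samples. A heart list, written at the same time, had 5 tested genes that went both ways (median -0.96, with a p of 0.962 from limma's camera). The schematic in Fig. 4a marks the trunk and tail of the embryo, and the methods describe no dissection before sorting. A loss of anterior cells through the knockdown itself, or a change of position-dependent expression within the sorted cells, stays open and was not tested. Only the real split, 1 of 10, gave a neural crest camera p as small, and the next smallest was 0.00704.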

How the results depend on the processing

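The principal component analysis with libraries as variables was added after the data had been seen, and every other alternative had been set beforehand.

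Of 736 comparisons of 53 single genes with an alternative, 687 kept the direction and the side of the threshold of an adjusted p of 0.05, 25 became weaker, 11 stronger and 13 reversed. Under every alternative that tested them, *nlrc3*, *notch2*, *notch3*, *hey1*, *dlc*, *mecom*, *vegfaa*, *vegfab*, *wnt16* and *runx1* kept an adjusted p under 0.05 and a lower level. All alternatives start from the deposited FPKM, which for *runx1* do not match the deposited fold change. The 10 genes named for the largest changes remained called under each alternative that was run on them. The causes of the changes below were not tested unless the alternative itself shows them.

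The pseudocount sets how far low genes can move. With a pseudocount of 1, 2298 genes were called (354 higher, 1944 lower), 4 of the Fig. 4c genes were called and the first principal component held 89.3%, and with 0.01 it held 76.6%. Without the expression filter 12 pathways passed and the component held 67.9%. With a filter at 1 FPKM, which tests fewer genes, 4 Fig. 4c genes were called, the component held 87.8% and the set of Fig. 4c genes turned to higher (with a p of 0.722 from limma's camera).

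As TPM, 295 genes were called higher and 4620 lower (6.00% of the calls higher, against 19.3% as deposited), the first component held 85.1%, the Fig. 4c set turned to higher (a camera p of 0.980) and the venous list to lower (adjusted p = 0.315). The genes *flt4* (-0.36), *gfi1aa* (-0.22), *spi2* (-0.20) and *nfkb1* (-0.084) turned to lower. Under median-of-ratios scaling 1164 genes were called higher and 2510 lower (31.7% higher), and the Notch pathway was no longer enriched in Fisher's exact test (adjusted p = 0.274). Reversed to higher were *myb* (0.0087), *traf6* (0.029), *il1rapl1a* (0.11), *notch1a* (0.037), *nfkbil1* (0.012) and *rela* (0.063). Of the calls made from FPKM as deposited, 3386 were shared with TPM and 3251 with median-of-ratios scaling. The shifts of calls and of single genes go with the different medians of all genes, given with the differentially expressed genes. The reversals of sets in camera, which compares a set with the other genes, were not traced to a cause.

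Of 187 comparisons of 11 marker lists with an alternative, 160 kept direction and side, 3 became weaker, 17 stronger and 7 reversed. The adjustment was made over 12 lists, 1 of which is not reported, and that list is among the 5 with an adjusted p under 0.05. In the reported setting the list nearest to the threshold was the neural one. The number of pathways with a larger share of calls than Notch, 10 in the reported setting, went from 5 with a filter at 1 FPKM to 38 under median-of-ratios scaling.

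Across the 6 fits that each left out a sample, 3691 to 3862 genes were called, and the first component held 82.3% to 85.9%. In these fits the adjusted p of the Notch pathway in Fisher's exact test was 0.00151 to 0.0215 and the camera p of its set 0.000144 to 0.000577. Among single genes, *il1rapl1a* ranged from -0.24 to 0.085, above 0 without *nlrc3* MO sample 2 or control MO sample 1, and *flt4* from -0.0057, without *nlrc3* MO sample 1, to 0.064. The number of pathways with a larger share of calls than Notch was 9 to 20, with 20 without control MO sample 2 and 16 without *nlrc3* MO sample 1.

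Without the fold change limit 9558 genes passed (3062 higher, 6496 lower), with 16 genes of Fig. 4c, 9 of Fig. 4f and 8 of Fig. 6a, but 7 pathways, and the adjusted p of the Notch pathway was 0.676. The unadjusted p-value with the fold change limit, as the methods state it, gave 3878 genes. Against all tested genes as the background 9 pathways passed, and the adjusted p of Notch was 0.0583. The first component held 99.8% without logs, 66.7% with scaled genes and 97.3% with libraries as variables.

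Among the set tests, camera with an estimated correlation left 2 of the 12 marker lists under an adjusted p of 0.05, the erythroid and myeloid lists, and fry gave 12. Fry compares a list with no change, not with the other genes, and so follows the general shift to lower values. Under fry the Fig. 4c set (a p of 0.000476) and the Fig. 6a set (0.000102, reversed to lower) passed, and the interferon (adjusted to 0.0143), venous (5.96e-05) and epidermis (0.00177) lists reversed to lower. In fgsea the Fig. 6a set (a permutation p of 0.585) and the interferon (0.854), venous (0.107) and epidermis (0.0254) lists reversed to lower.

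The replicate numbers are shared by both groups, but same-numbered samples do not deviate together, with correlations of 0.00409, 0.0400 and -0.00336 across genes. With the replicate number as a block 3845 genes were called, *wnt9a* (adjusted p = 0.0679) and *nfkbiaa* (0.0586) passed the threshold no longer, and the neural list passed it (0.0470, against 0.0507 without the block). The block changed no other call among the named genes and lists, and 19 pathways passed with it as without. The number of pathways with a larger share of calls than Notch went from 10 to 9.

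The unknown depth limits what can be said of genes near 0.1 FPKM and of genes listed at 0, such as *runx1* and *il6* in some *nlrc3* MO samples.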

Differences from the paper's values

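The comparisons in this part rest on tests set before the data were examined, and the principal component analysis with libraries as variables was chosen after the values were seen.

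Fig. 4f shows *notch1a* at about 3.4 FPKM in the *nlrc3* MO samples, read by eye, where the deposited values give 15.5 FPKM, and *notch2* at about 15 FPKM, where they give 3.38. Neither TPM nor median-of-ratios scaling, both set before the data were examined, closed these gaps. The numbers behind Fig. 4f in the paper's source data equal the deposited FPKM within rounding for 10 of 10 genes, *notch1a* and *notch2* included. Read by eye, the bars for *notch1a* (about 24 and 3.4 FPKM) lie at the deposited values of *notch2* (24.5 and 3.38), and the bars for *notch2* (about 18 and 15) at those of *notch1a* (17.6 and 15.5), so exchanging the labels of these 2 genes closes both gaps.

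Fig. 4b gives the second principal component about 1.4% of the variance, read by eye, against 6.10% here. The alternatives gave 0.202% without logs and 10.8% with scaled genes, and 2.70% with libraries as variables, which was chosen after the values were seen, and none of them closed the gap.

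Fig. 4h gives the Notch gene set a normalized enrichment score of about -1.4, read by eye, against -1.76 from fgsea here on the KEGG genes of the deposited table. The Notch list written from general knowledge gave -1.66.

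The paper names *notch1a*, beside *hey1*, as the most reduced of the Notch family genes, and Fig. 4f marks *notch2* as unchanged. In the deposited FPKM *notch1a* had the log2 fold change nearest to 0 of the 10 genes (-0.18) and *notch2* the one farthest from 0 (-2.82).

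The paper describes *deltaC*, *deltaD* and *notch3* as largely unaltered. Their log2 fold changes were -2.06, -0.91 and -1.51, each with an adjusted p under 0.05 in limma.

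The paper assigns endocytosis and MAPK signaling to the upregulated genes. Of the called genes of endocytosis 12 were higher and 32 lower, and of those of MAPK signaling 7 were higher and 80 lower. In the authors' deposited table the significant genes of these pathways number 13 up and 34 down, and 10 up and 90 down.

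Among the pathways it shows, the paper ranks Notch signaling as the most enriched. Of these pathways, cytokine-cytokine receptor interaction (55.3%) and TGF-beta signaling (45.1%) had a larger share of called genes among the tested genes than Notch signaling (42.6%), while over all genes of the table Notch signaling led them (0.397 of 58 genes).

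The paper reports no difference for *nfkbiaa*. Its adjusted p was 0.0287 in limma, and it was 0.0586 with a block on the replicate number and 0.375 under median-of-ratios scaling.

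For *kdrl* the paper reports no marked downregulation. Its log2 fold change was -0.39 with an adjusted p of 4.47e-05 in limma, within the fold change limit.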

Other observations

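In this part the tests of called genes across splits of the samples and of the marker gene lists were chosen beforehand. So were those of the number of calls and of the Notch set after rescaling. The other tests were chosen only after the result was seen.

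For 20816 genes with a mean above 0.05 FPKM in the control MO samples, the fold change in the authors' deposited table was set beside the ratio of the mean FPKM of both groups. It lay within rounding for all but 2 genes, *runx1* and *myb*. For *runx1* the authors' deposited table gives a fold change of 0.99 and a p-value of 0.38, where the ratio of its mean FPKM is 0.0664. For *myb* the authors' deposited table gives 1.16 and the direction up, where the ratio is 0.865 and its inverse 1.16. The authors' p-value for *myb* is listed as 0.0. Among genes whose group means sum to more than 20 FPKM, the median deposited p-value was 0.69 at a log2 fold change near -0.2. Near 0.2 it was 0.0. The authors' p-value of *myb* thus goes with the direction up, and which column is right stays open. No explanation was tested. In the source data of Fig. 4c, 29 of the 30 matched genes equal the deposited FPKM within rounding, these 2 included, and *nlrc3* is the exception.

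In the authors' deposited table 4218 genes are marked significant, 884 up and 3334 down. Of the 3832 genes called here, 3613 carry that mark. Among genes with group means that sum to more than 20 FPKM, the 71 with a deposited p-value of 0.9 or more have a median deposited log2 fold change of -0.23, close to the median of all tested genes (-0.22). In the same range the 421 genes whose deposited log2 fold change rounds to 0.0 have a median deposited p-value of 0.01, and *notch1a*, with a deposited log2 fold change of -0.18, has a p-value of 0.49.

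Many genes differ between the groups, and 3832 calls were made in 1 of the 10 splits of the 6 samples, the real one, against at most 1 call in any other. This share cannot fall under 0.05 with 10 splits. Rescaling the libraries does not explain the number of calls, with 3674 calls under median-of-ratios scaling, but it bears on their direction, since 31.7% of the calls were then higher against 19.3% as deposited. An interferon response to the morpholino cannot be told apart from no response, because the 6 tested genes of that list went both ways (median -0.089, and 0.11 under median-of-ratios scaling, limma's camera, adjusted p = 0.631). Of its abundant members *isg20* had a log2 fold change of 0.39, *irf7* of 0.57 and *stat1a* of -1.59. None of the list was called higher, and 15 of the 18 matched genes were under 1 FPKM in the *nlrc3* MO samples. No other response of the cells to the morpholino is excluded either. The higher concentration of the *nlrc3* MO, 2 mM against 0.2 mM, goes with the groups and cannot be separated from the knockdown. A difference between library batches could not be examined, since neither the labels nor the paper give one.

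The fall of the Notch pathway genes is not removed by rescaling, as the median of the KEGG set was -0.42 under median-of-ratios scaling (a p of 0.000219 from limma's camera). In 1 of the 10 splits of the samples, the real one, its camera p was as small, and the next smallest was 0.0103. Several Notch genes are also used by neural crest and neural cells, whose genes fell, so a smaller number of such cells in the sort may lower the set. Against this, arterial endothelial genes fell by more than the endothelial list, with a difference of medians of -0.59. The difference of means was -0.67 (permutation test of 100000 resamples, p = 0.00197), across genes that are not independent replicates. In the arterial list *efnb2a* was at 37.3 ± 0.191 and 10.6 ± 0.531 FPKM and *dll4* at 18.9 ± 0.175 and 6.41 ± 0.115 FPKM. The list had a median of -0.96, with 10 of 10 tested genes lower (limma's camera, adjusted p = 0.00659). Its adjusted p was 1.38e-05 in fry, but 0.225 with the estimated correlation and 0.0723 in fgsea. However, 3 of its 11 matched genes are also in another list and 2 in the lists taken from the paper, and arterial genes such as *dlc* are used outside the endothelium, so a loss of other cells and a lower Notch activity in the endothelium cannot be told apart here. The lower Notch genes are also what the paper's hypothesis predicts, and that was not tested further. For the arterial genes, the paper's qPCR reports *dll4*, *ephrinB2* and *deltaC* as not altered, which differs from the sorted cells here.

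Of the other marker lists, the hematopoietic stem and progenitor list had a median log2 fold change of 0.24 that became -0.11 as TPM (7 of 12 higher, camera, adjusted p = 0.0663), with *tal1* at 114 ± 2.06 and 187 ± 4.46 FPKM and *lmo2* at 91.4 ± 1.78 and 187 ± 6.01 FPKM in control MO and *nlrc3* MO samples. Of its 12 genes 5 are also in the paper's lists, and 2, *spi1b* and *ptprc*, are also in the myeloid list, whose tested genes were all higher. In the set tests the direction of this list stayed higher under every alternative, with an adjusted p under 0.05 as TPM (0.0141), without the filter (0.0362), in fgsea (0.0491) and in fry (0.000630), and above it under median-of-ratios scaling (0.128) and with the estimated correlation (0.268). The venous list had a median of 0.021 that became -0.36 as TPM (adjusted p = 0.876), the muscle list -0.32 (0.374) and the epidermis list 0.12 (0.142) that became -0.26 as TPM, each by camera with Benjamini-Hochberg adjustment over 12 lists. The transgene's own gene *fli1a* changed from 205 ± 2.76 to 90.6 ± 3.13 FPKM, and *egfl7* from 127 ± 1.78 to 48.4 ± 2.58 FPKM (SD, n = 3 each).

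In *nlrc3*-deficient whole embryos the paper reports lower *mpx* at 24 hpf and lower *mfap4* at 25 hpf, and no effect on *gata1a* at 26 hpf. In the sorted cells all 3 genes were higher in the *nlrc3* MO samples, with log2 fold changes of 1.23 for *mpx*, 1.76 for *mfap4* and 1.16 for *gata1a*. The rule set for the named genes does not cover *mfap4* and *gata1a*, which were added after the data had been seen because the paper names them.

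Among the sorted samples, the *nlrc3* MO samples lay apart on the second principal component, at 37.9, -4.53 and -33.4 for samples 1 to 3, and the control MO samples between -1.39 and 1.26. A gene where one sample sets the mean is *nfkb1*, with 6.31 FPKM in *nlrc3* MO sample 1 against 3.64 and 3.43.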
